# Chromatin Remodeling via Retinoic Acid Action during Murine Spermatogonial Development

**DOI:** 10.3390/life13030690

**Published:** 2023-03-03

**Authors:** Christine Schleif, Rachel Gewiss, Michael Griswold

**Keywords:** chromatin, retinoic acid, testis, spermatogenesis, ATAC-seq

## Abstract

Spermatogonial differentiation is a process that commits germ cells to the complex process of spermatogenesis. Spermatogonial differentiation is mediated by the action of retinoic acid, which triggers major morphological and transcriptional changes. While these transcriptional changes have been well explored, there has been little effort devoted to epigenetic regulation surrounding spermatogonial development. This study aimed to uncover the timing and dynamics of chromatin organization during spermatogonial development within the context of these transcriptional changes. Using germ cell synchrony and the assay for transposase accessible chromatin and next generation sequencing (ATAC-seq) to isolate subpopulations of developing spermatogonia and identify accessible regions within their genome, we found that 50% of accessible regions in undifferentiated spermatogonia were condensed following retinoic acid action within 18 h. Surprisingly, genes with known functional relevance during spermatogonial development were accessible at all times, indicating that chromatin state does not impact transcription at these sites. While there was an overall decrease in gene accessibility during spermatogonial development, we found that transcriptionally active regions were not predictive of chromatin state.

## 1. Introduction

Spermatogenesis is a complex process whereby relatively undifferentiated germ cells undergo morphological, transcriptional, and epigenetic changes as they mature into sperm. These critical changes not only underlie the functionality of cells in each stage of development but also allow for the identification of cell types based on these characteristics. Gross morphological traits can be used to identify the four main types of male germ cells: spermatogonia, spermatocytes, round spermatids, and elongating spermatids [1]. The association of these different cell types in the adult testis generates the cycle of the seminiferous epithelium, where 12 stages are defined in the mouse based on cell associations present in a cross-section of a seminiferous tubule [2,3]. Such morphological traits are useful, especially when identifying cell types histologically in testis cross-sections or when only the broad cell type categorization is needed. Spermatid classification can be further assessed based on acrosome shape and position [4]. However, fewer obvious morphological differences exist to distinguish the different subtypes of spermatogonia and spermatocytes.

Multiple studies have attempted to uncover the transcriptional changes during male germ cell development [5,6,7,8]. Several cell populations have key regulators which display dramatic changes in protein levels. One such example is stimulated by retinoic acid gene 8 (STRA8), which is highly expressed in response to retinoic acid (RA) following the A-to-A1 transition of spermatogonial differentiation [9,10]. KIT is another well-used marker of differentiating cells and clearly represents the switch between undifferentiated A spermatogonia (A_undiff_) and differentiating A1 spermatogonia (the transition between these two cell types is termed the A-to-A1 transition) [11,12]. While the A-to-A1 transition and meiotic stages have useful markers for some subtypes of these cells, spermatogonial subtypes are particularly difficult to distinguish. By synchronizing spermatogenesis in the mouse, we have recently described transcriptional changes that occur in each subtype of differentiating spermatogonia [5]. When taken together, these transcriptional changes can be useful to distinguish differentiating spermatogonial subtypes from each other and can be used to assign more specific identities to data clusters in single-cell sequencing datasets [7,8].

Previous studies have examined chromatin state and possible chromatin modifiers in germ cells using the assay for transposase-accessible chromatin with sequencing (ATAC-seq) and chromatin immunoprecipitation with sequencing (ChIP-seq) [13,14]. However, only the spermatogonial stem cell population and later stages of spermatogenesis, such as pachytene spermatocytes, and spermatids were examined [13,14]. The spermatogonial population has been heretofore unexplored beyond broad transmission electron microscopy (TEM) studies showing that chromatin condensation gradually increases during spermatogonial development [15,16]. Thus, the genomic locations of chromatin condensation and any possible effects of this on transcription in spermatogonia remain unknown.

In this study, we characterized where in the genome chromatin compaction was occurring throughout spermatogonial development. Further, we correlated these changes in chromatin compaction with RNA-seq data to determine whether these changes were broad throughout the genome, or if they correlated with transcriptome changes seen during spermatogonial development. We synchronized mouse spermatogenesis to isolate purified spermatogonial subpopulations at several points during spermatogonial differentiation and then performed ATAC-seq to characterize the accessibility of chromatin in each of the spermatogonial subpopulations.

## 2. Materials and Methods

### 2.1. Animals

All animal experiments were approved by the Washington State University Animal Care and Use Committees and were conducted in accordance with the principles for the care and use of research animals of the National Institutes of Health. Tg(Piwil2/EGFP)1GHan/J mice (denoted here as PIWIL2-eGFP) were obtained from the Jackson Laboratories (stock no. 012276) [17]. These mice express GFP under control of the piwi-like RNA mediated gene silencing 2 (*Piwil2*) promoter, and expression is seen prenatally through early spermatids; these mice were produced from a C57BL/6 x SJL background [18]. Animals were housed in a humidity- and temperature-controlled environment with food and water provided ad libitum. At the time of tissue collection, mice were euthanized via carbon dioxide asphyxiation followed by either decapitation (less than 21 dpp) or cervical dislocation (21 dpp and older). Testes from one mouse were pooled and used for each sample, with two biological replicates per timepoint.

### 2.2. Genotyping

Tail clips were taken from neonatal mice to identify genotypes prior to euthanasia. These tail clips were lysed in 75 µL of 25 mM NaOH, 200 µM EDTA (pH 12) in a 95 °C heat block for 1 h, with manual dissociation at 30 min. A total of 75 µL of neutralization buffer (40 mM Tris-HCl, pH 5) was then added, before DNA was used for genotyping reactions. Mice were assayed for the presence of the PIWIL2-eGFP transgene using primers specific to eGFP (forward: 5′-CTG ACT CCT GAT GAA GTG TTA TAG CC-3′; reverse: 5′-TCC TTG AAG AAG ATG GTG CGC TCC T-3′). The presence of a band at ~500 bp signified the presence of the transgene.

### 2.3. WIN 18,446/RA Treatments

Spermatogenesis synchronization was performed as previously described [5,19]. Briefly, mice were pipette-fed with 100 mg/kg body weight WIN 18,446 suspended in 1% gum tragacanth every 24 h for 7 days starting at 2 dpp. At 9 dpp, mice were injected intraperitoneally with 200 µg RA diluted in 10 µL dimethyl sulfoxide (DMSO). Mice were then euthanized, and testes were collected at 18, 48, or 120 h following the RA injection. For “0 h” collections, mice received 7 days of WIN 18,446 treatment and were euthanized without receiving an RA injection.

### 2.4. Cell Sorting

Testes to be used for cell sorting were collected and the tunica removed. Tubules were placed in 1X Hank’s Balanced Salt Solution (HBSS, 14175145, ThermoFisher, Waltham, MA, USA) until transfer to a Petri dish with 5 mL trypsin/EDTA (25200072, ThermoFisher, Waltham, MA, USA), and 0.5 mL DNase (7 mg/mL in HBSS, 9003-98-9, Sigma, San Jose, CA, USA). Tubules were manually dissociated via pipetting and then incubated for 5 min at 37 °C. A total of 1 mL of DNase was then added to the dish, and tubules were further dissociated. The cells were incubated for another 5 min at 37 °C, and these steps were repeated twice more. A total of 850 µL of fetal bovine serum (FBS) was then added to inactivate the trypsin, and the suspension was strained through a 30 µm filter. The Petri dish was rinsed with 4 mL of HBSS to remove any remaining cells which were then also filtered, followed by a final 1 mL HBSS wash through the filter. The cell number in the suspension was estimated using a hemocytometer. Cells were spun down at 600× *g* for 7 min at 4 °C, then resuspended in 12.5% DNase solution diluted in Dulbecco’s phosphate-buffered saline (DPBS) (14190235, ThermoFisher, Waltham, MA, USA) at 4 million cells/mL. Fluorescence-activated cell sorting (FACS) was performed with an SH800 machine (Sony Biotechnology, San Jose, CA, USA) to distinguish eGFP-positive and eGFP-negative populations. eGFP-positive cells were collected into a tube containing 0.5 mL DPBS. As previously described in Gewiss et al. (2021), eGFP-positive cells were collected at a rate >95% [5].

### 2.5. ATAC-Seq Preparation

A modified version of the Omni-ATAC protocol was used to generate ATAC-seq libraries [20,21]. After cells were collected from FACS, 50,000 cells per sample were spun down at 500× *g* for 7 min at 4 °C. Cells were then resuspended in 500 µL cold solution comprised of 50% FBS, 40% DPBS, 10% DMSO. Cells were cryopreserved at -80 °C overnight. Prior to the ATAC-seq assay, cells were thawed in a 37 °C water bath, pelleted, washed with cold PBS, and tagmented as described in Buenrostro et al. (2013) with modifications [20,21]. Briefly, cell pellets were resuspended in lysis buffer, pelleted, and tagmented using the enzyme and buffer provided in the Nextera Library Prep Kit (Illumina, San Diego, CA, USA). Tagmented DNA was then purified using the MinElute PCR purification kit (Qiagen, Hilden, Germany), amplified with 10 cycles of PCR, and purified using Agencourt AMPure SPRI beads (Beckman Coulter, Brea, CA, USA). The resulting material was quantified using the KAPA Library Quantification Kit for Illumina platforms (KAPA Biosystems, Wilmington, MA, USA) and sequenced with PE42 sequencing on the NextSeq 500 sequencer (Illumina, San Diego, CA, USA).

### 2.6. Data Processing and Analysis

ATAC-seq analysis used the mouse mm10 genome and read alignment was performed using the BWA algorithm (mem mode, default settings) [22]. Duplicate reads were removed and unique reads with matched pairs were used for further analysis. Alignments were extended in silico at their 3′-ends to a length of 200 bp and assigned to 32-nt bins along the genome. The resulting histograms (genomic “signal maps”) were stored in bigWig files. Peaks were identified using the MACS 2.1.0 algorithm at a cutoff of *p*-value 1 × 10^−7^, without a control file, and with the –nomodel option. Peaks that were on the ENCODE blacklist of known false ChIP-Seq peaks were removed. Signal maps and peak locations were used as input data to Active Motif’s (Carlsbad, CA, USA) proprietary analysis program, which creates Excel tables containing detailed information on sample comparison, peak metrics, peak locations, and gene annotations. Sequencing metrics are provided in the Supplementary Materials. For differential analysis, reads were counted in all merged peak regions (using Subread v1.5.2, accessed 16 December 2021), and the replicates for each condition were compared using DESeq2 (v1.24.0, accessed 16 December 2021) [23]. Peak tracks were generated with EaSeq v1.111 [24]. Heatmap creation was performed using R v4.2.1 [25] with packages ggplot2 [26], ggdendro [27], grid [25], and tidyr (all accessed 16 December 2021) [28]. Genes which had transcript values of 0 for all timepoints were omitted to allow better clustering. Genes names, peak values, and z-scores for heatmaps are given in the Supplementary Materials.

## 3. Results

We isolated spermatogonial subpopulations with FACS using a PIWIL2-eGFP mouse line. The PIWIL2-eGFP transgene is expressed prenatally in all germ cells and in adults through early spermatids, which allowed us to use fluorescence to isolate germ cells from other testicular cell types. Further, we used a previously characterized WIN 18,446/RA spermatogenesis synchrony protocol to produce testes highly enriched for given types of germ cells [19]. We have previously found that the timing of spermatogonial development in synchronized and RA treated mice is relatively the same as seen in vivo [5,16].

Additionally, this synchrony remains tightly coordinated for over the six weeks following RA administration [19]. This ensured that cell populations were highly pure as only spermatogonia were present in the 120 h following RA administration [5,16].

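ATAC-seq uses a transposase that cuts and tags DNA where the chromatin is open, so that sequenced tags pile up at accessible regions. It was performed on germ cells sorted for eGFP from PIWIL2-eGFP mice. Mice were fed 100 mg/kg of a WIN compound that blocks RA synthesis every day for 7 days. They were then collected without RA (0 h) or at 18, 48 or 120 h after an injection of 200 µg RA at 9 dpp. Each timepoint had 2 libraries, and each library came from the testes of 1 mouse. The methods give 50000 cells per sample, whereas the sample labels give 100000. The methods also give a C57BL/6 x SJL background, whereas the sample labels give a cross of C57BL/6 with 129s4/SvJae.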

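The authors aligned the reads to mm10 (GRCm38), removed duplicates and mitochondrial tags, and reduced every library to the same number of tags. The paper's Seq Stats sheet gives between 57836200 and 86062920 tags per library before this step and 57836200 in each library after it. Peaks were called in each library separately with MACS 2.1.0 without a control. The deposited table lists the position of each peak, the coverage at its summit (the signal used here as peak height) and the genes the authors assigned to it. It holds 328733 peaks from the 8 libraries. The lowest summit value in any library was 24 or 25, so where a library has no peak in a region the signal is below the calling limit and its height is not known. Numbers of reads per region were not analysed here, so the authors' differential analysis was not repeated and the depth behind each peak is unknown. Peaks that overlapped by at least 1 bp were merged across libraries into 87144 regions, and the authors' merged list holds the same 87144 regions. A region or gene was counted at a timepoint when both libraries of that timepoint had a peak in it. A region counted at 0 h only could therefore still have a peak in 1 replicate of a later timepoint. In exact permutation tests the two-sided p was taken as double the smaller tail, which cannot go below 0.0714 for 2 libraries against 6 or 0.333 for 2 against 2. When the 28 splits into 2 and 6 libraries are instead ranked by absolute difference, a form added after the data were seen, the smallest exact p is 0.0357.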

We collected two ATAC-seq replicates following synchronization at 0, 18, 48, and 120 h post-RA, which correspond to the A_undiff_, A1/A2, A3, and B spermatogonial populations, respectively. These timepoints allowed us to see the impact on the chromatin state of RA-induced spermatogonial differentiation. The 0 h samples represent the A_undiff_ spermatogonial population prior to RA action. Previous transcript analysis has shown that for many transiently induced RA-influenced genes, transcript levels increase through 18 h post-RA and then return to near-basal levels by 48 h [5,29,30]. The 120 h timepoint allowed us to assess the chromatin changes that occurred over the full course of spermatogonial development. Principal component analysis (PCA) revealed a good replicability between the two biological replicates samples collected for each timepoint (Figure S1).

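The log2 peak heights of the regions with a peak in all 8 libraries were centred on each library's median. The first principal component carried 52.5% of the variance and the second 17.8%. On the first component the 0 h libraries lay at 34.1 and 31.4 and the 120 h libraries at -42.4 and -59.0. The distance between the replicates of a timepoint was 46.0 at 0 h, 40.7 at 18 h, 40.5 at 48 h and 48.8 at 120 h. For both 0 h libraries and both 120 h libraries, the nearest library was the other replicate. Both 18 h libraries lay nearest to 48 h replicate 2, at distances of 38.6 and 40.2. Pearson's r across these regions ranged from 0.915 to 0.939 for the 4 pairs of replicates and from 0.713 to 0.928 for the 24 pairs of libraries from different timepoints. Regions of a library are not independent replicates, and no p was computed.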

We first analyzed the number of ATAC-seq peaks in each sample, representing the areas of open chromatin. Figure 1A details the number of genomic regions considered accessible in both biological replicates, which were then used for further analysis. 

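The 0 h libraries had 72215 and 69089 peaks, a mean of 70652 ± 2210 (SD, n = 2). The mean was 31656 ± 3913 (SD, n = 2) at 18 h, 29962 ± 5686 (SD, n = 2) at 48 h and 32097 ± 10542 (SD, n = 2) at 120 h. The 6 later libraries had between 24643 and 39551 peaks. The mean at 0 h was 2.26 times that of the 6 later libraries (exact permutation test, two-sided, p = 0.0714, n = 2 against 6). Among the replicate 1 peaks, 60249 overlapped a replicate 2 peak at 0 h, 25106 at 18 h, 22994 at 48 h and 22625 at 120 h. The replicates overlapped unevenly. At 120 h, 57.2% of the replicate 1 peaks and 92.4% of the replicate 2 peaks overlapped a peak of the other library. When only the 24643 highest peaks of each library were kept, these counts became 21141, 20587, 19815 and 19183.

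**Figure D1:**
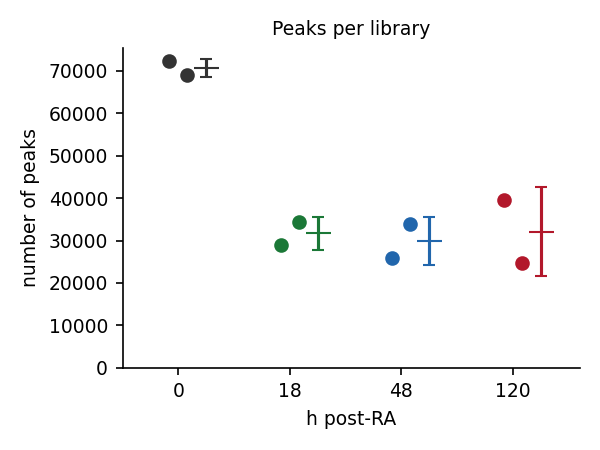
Number of peaks per library (y axis) at each timepoint (x axis, h post-RA). Points are the 2 libraries of a timepoint, and the bar beside them is their mean with the SD. Both 0 h libraries lie above all 6 later libraries, which have between 24643 and 39551 peaks.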

Shared accessible regions between timepoints are shown in Figure 1B. 

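Of the 87144 merged regions, 61310 had a peak in both libraries of at least 1 timepoint. At 0 h only, 30507 regions (49.8%) were counted. All 4 timepoints shared 15536 regions (25.3%). At 120 h only there were 1526 regions, at 18 h only 207 and at 48 h only 160. Of the regions counted at 0 h only, 18636 had no peak in any of the 6 later libraries, 7060 had a peak in 1 of them, 3446 in 2 and 1365 in 3. The regions at 0 h only had low peaks, with a median summit value of 60 in replicate 1 and 62 in replicate 2 at 0 h. The regions at all 4 timepoints had medians of 224 and 270 in the same libraries. With only the highest peaks of each library, equal in number, the regions at 0 h only fell to 2632 and those at all 4 timepoints to 12862. Without 120 h replicate 2, where a peak in 120 h replicate 1 was enough, the regions at 120 h only rose to 6086.

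**Figure D2:**
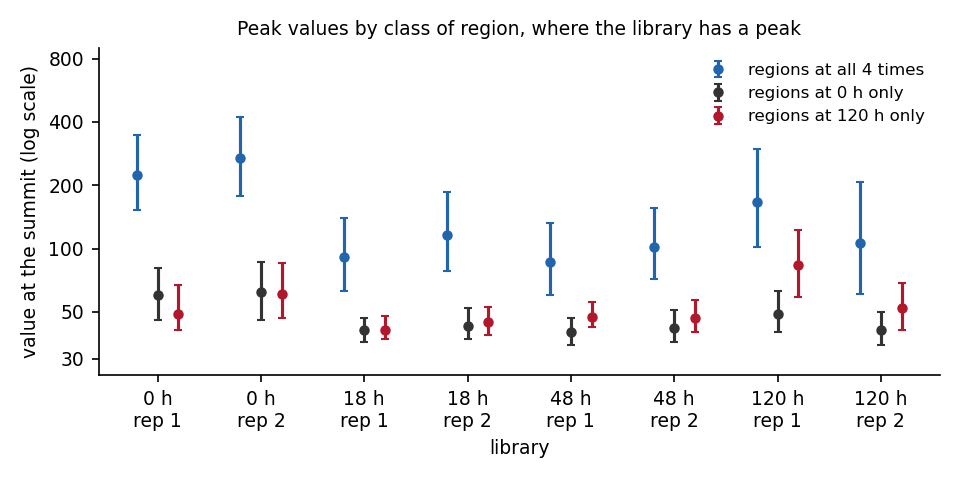
Value at the peak summit (y axis, log scale) in each library (x axis) for regions at all 4 timepoints, at 0 h only and at 120 h only. Points are medians and lines span the quartiles, over the regions of the class that have a peak in the library. At 0 h the regions at 0 h only have medians of 60 and 62.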

The greatest number of accessible regions were found exclusively at the 0 h timepoint (18,636 regions), followed by those regions which were accessible at all assayed timepoints (15,536 regions).

A breakdown of the genomic location of these peaks is shown in Figure 1C. The majority of these peaks were either in an intergenic region, in introns, or in the promoter region. 

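Each peak was assigned by its summit to a feature of the GENCODE annotation, with promoters taken as the sequence within 3000 bp of a gene start. Promoters held from 36.6% of the peaks in 0 h replicate 1 to 59.8% in 120 h replicate 2. Introns held from 18.3% to 25.8% and intergenic sequence from 16.9% to 31.1%. Together these held from 93.2% to 95.1% of the peaks of a library. The annotation and the promoter width used for Figure 1C are not named in the paper's text.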

In order to gain a better perspective on how these accessible regions may affect transcription, we determined which accessible regions were near (within 10 kb of) an annotated gene (Figure S2). 

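The table assigned at least 1 gene to 68.2% and 69.3% of the peaks in the 0 h libraries. The percentages were 78.5% and 77.7% at 18 h, 81.4% and 78.7% at 48 h, and 78.1% and 83.5% at 120 h. The mean of the 6 later libraries was 10.9 percentage points above that of the 0 h libraries (exact permutation test, two-sided, p = 0.0714, n = 2 against 6), with each later library above both 0 h libraries. The difference was 1.76 percentage points with an equal number of highest peaks from each library.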

At all assayed timepoints, accessible regions near genes comprised ~68–83% of the total number of accessible regions. Of these accessible regions near genes, we then compared the timepoints to see how the chromatin was changing over time. A breakdown of the 20,673 genes with associated accessible chromatin is shown in Figure 2. 

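Genes were counted from the peaks that the deposited table assigns to them, within 10 kb. In total, 20673 genes were accessible in both libraries of at least 1 timepoint, and 15054 of them (72.8%) at all 4 timepoints. The latter had a mean of 3.61 peaks per gene and library at 0 h, 2.19 at 18 h, 2.15 at 48 h and 2.28 at 120 h. At 18 h, 71.5% of these genes had fewer peaks than at 0 h, 21.9% had the same number and 6.58% had more. When only peaks inside a gene counted, 5183 genes were accessible at all 4 timepoints.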

There were 15,054 genes with accessible regions at all four timepoints (only counted if both biological replicates for a timepoint indicated accessibility). 

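At 0 h only, 2666 genes (12.9%) were counted. Genes at 120 h only numbered 39, at 18 h only 8 and at 48 h only 4. The largest other class was that of genes at 0, 18 and 48 h, with 695 genes, followed by 557 genes at 0 and 120 h. Genes at 0 h only fell to 1739 when a peak in either replicate was enough and to 370 with an equal number of highest peaks from each library.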

Genes with associated peaks at a single timepoint or shared between only two or three timepoints were minimal, with the exception of 2666 genes with accessible regions only in the A_undiff_ population.

Figure S3 gives the peak distribution over the gene bodies for these accessible genes. 

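The percent of peaks within 1000 bp of a TSS was 22.4 ± 0.84 (SD, n = 2) at 0 h, 38.1 ± 1.32 (SD, n = 2) at 18 h, 41.2 ± 4.88 (SD, n = 2) at 48 h and 39.5 ± 9.21 (SD, n = 2) at 120 h. Per kb, peaks within 1 kb of a TSS were 6.75 times as frequent at 0 h as peaks at 9 to 10 kb upstream, and 10.7, 11.5 and 10.2 times as frequent at 18, 48 and 120 h. The percent at a TSS rose by 17.3 percentage points from 0 h to the later libraries (exact permutation test, two-sided, p = 0.0714, n = 2 against 6) and by 2.90 with an equal number of highest peaks. Of the 14548 regions at 0 h that lie within 1000 bp of a TSS, 10044 were also called in both 18 h libraries. Of the other 44515 regions at 0 h, 13534 (30.4%) were. The regions at a TSS were also higher at 0 h, with a median value of 184 against 78.5. Among regions of similar 0 h height, in 10 classes of equal size, the percent called at 18 h differed between the groups by -0.70 to 10.2 percentage points.

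**Figure D3:**
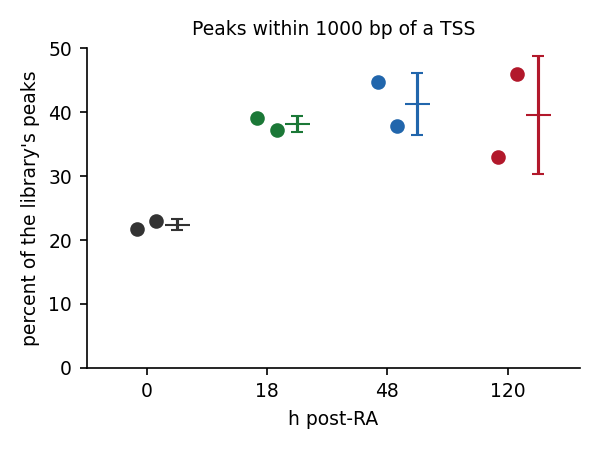
Percent of a library's peaks within 1000 bp of a TSS (y axis) at each timepoint (x axis, h post-RA). Points are the 2 libraries of a timepoint, and the bar beside them is their mean with the SD. The 0 h libraries lie lowest, with a mean of 22.4.

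**Figure D4:**
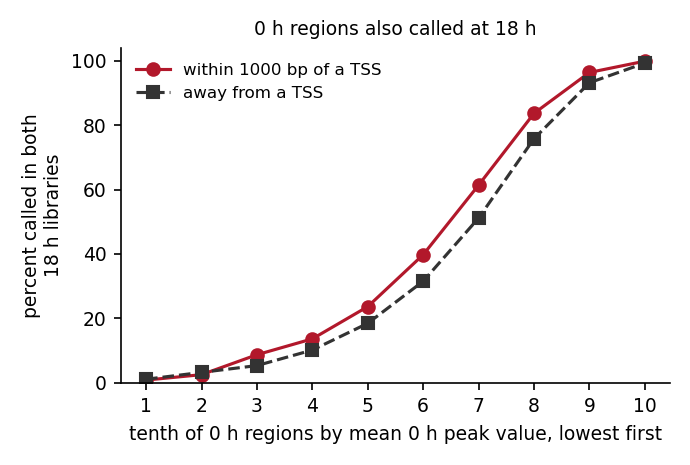
Percent of 0 h regions also called in both 18 h libraries (y axis), by class of mean 0 h peak height from lowest to highest (x axis). Circles are regions within 1000 bp of a TSS and squares are the other regions. Both lines rise with height and differ by at most 10.2 percentage points.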

The resulting accessibility is enriched at the transcription start sites (TSS) of genes at all timepoints.

To characterize global trends for peaks around genes, we generated heatmaps for genes which are either down- or upregulated by 120 h post-RA administration [5] (Figure 3 and Figure S4). For both the downregulated and upregulated genes, the majority have a similar number of peaks at all timepoints.

**Figure 3:**
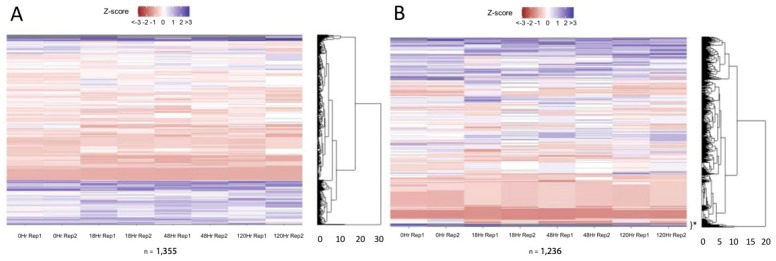
Peak variance relative to transcript regulation. Number of peaks variance shown relative to the mean for genes with significantly (**A**) decreased or (**B**) increased transcript counts by 120 h post-RA relative to 0 h post-RA. List of genes’ number of peaks per timepoint and the plotted z-Scheme 5 (Figure 4 and Figure S5). The two most common categories for chromatin accessibility were genes accessible at all timepoints, or those only accessible at 0 h post-RA (Figure 2). For those genes only accessible at 0 h, there was very little variation in transcription across spermatogonial development (Figure 4A). The same trend was seen for those genes which were accessible at all timepoints (Figure 4B). Thus, those genes which were accessible only prior to RA administration and those accessible at all timepoints showed similar transcript expression patterns.

We next examined some classical marker transcripts for different spermatogonial developmental stages. Prior to the A-to-A1 transition, A_undiff_ spermatogonia display relatively high transcript levels of characteristic markers, including neurogenin 3 (*Neurog3*), SRY-box transcription factor 3 (*Sox3*), zinc finger and BTB domain containing 16 (*Zbtb16*), lin-28 homolog A (*Lin28a*), nanos C2HC-type zinc finger 2 (*Nanos2*), and POU class 5 homeobox 1 (*Pou5f1*, formerly *Oct3/4*) [5,31,32,33,34,35,36,37]. These genes then have decreased transcript levels following RA action and remain at low levels throughout spermatogonial development [5]. Interestingly, all of these genes contained regions of accessible chromatin at all of the assayed timepoints (Figure 5). 

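Peaks assigned to each gene were counted in each library. *Nanos2* (chromosome 7 of GRCm38, from 18987400 to 18988962) had 4 and 2 peaks at 0 h and 2 in each of the 6 later libraries, so that without 0 h replicate 1 there was no difference. *Lin28a* (chromosome 4, from 134003330 to 134018841) had 6 and 5 peaks at 0 h and from 2 to 5 later. *Neurog3* (chromosome 10, from 62133090 to 62134763) had 1 and 2 peaks at 0 h and from 1 to 3 later, with the 3 in 120 h replicate 2. *Sox3* (chromosome X, from 60891366 to 60893430) had 1 and 2 peaks at 0 h and 1 in each later library. All 4 of these genes, *Pou5f1* and *Zbtb16* had at least 1 peak in each of the 8 libraries.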

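*Pou5f1* lies on chromosome 17 from 35506018 to 35510772. It had 3 peaks in both 0 h libraries, 2 in 18 h replicate 1 and 1 in each of the other 5 later libraries. The region at its TSS, from 35506017 to 35506615, had summit values of 47 and 41 at 0 h and no peak later. *Zbtb16* lies on chromosome 9 from 48654297 to 48836222. It had 5 and 8 peaks at 0 h and from 1 to 3 in the later libraries. The mean number of peaks at 0 h exceeded that of the later libraries by 1.83 for *Pou5f1* and by 4.33 for *Zbtb16*. With an equal number of highest peaks from each library, the differences were 0.5 and 0.33.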

*Pou5f1* and *Zbtb16* showed fewer peaks in timepoints following RA-triggered differentiation. Several of these genes also showed decreases in peak amplitude, seen notably in Peak 1 of *Neurog3* and Peak 1 of *Sox3*.

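Peak heights were compared with limma, with Benjamini-Hochberg adjustment, in the 15536 regions with a peak in all 8 libraries. At 18 h, 14337 regions were lower than at 0 h and 46 were higher at an adjusted p under 0.05, with a median log2 change of -1.23. The standard error was 0.37 at every named region, so each p rests on a spread shared by the regions. A shift of a whole library enters all its regions, so these counts are not separate evidence for each region. With libraries as the units, the median height at 0 h against all later libraries gave p = 0.0714 (exact permutation test, two-sided, n = 2 against 6). The *Neurog3* region from 62128607 to 62129510, at -4226 bp from the TSS, had values of 374 and 408 at 0 h, 185 and 239 at 18 h, 94 and 171 at 48 h, and 158 and 152 at 120 h. Its log2 change at 18 h was -0.89 (standard error 0.37, adjusted p = 0.0189 from limma). The *Sox3* region from 60893069 to 60894390, at the TSS, had values of 284 and 332 at 0 h, 116 and 166 at 18 h, 108 and 136 at 48 h, and 237 and 160 at 120 h. Its log2 change at 18 h was -1.15 (adjusted p = 0.00331 from limma). Centring each library on its median moved the median log2 change of all regions from -1.23 to 0.03, and 35 regions were then lower at 18 h and 194 higher. Relative to the median region, the log2 change was 0.37 for *Neurog3* (adjusted p = 0.583) and 0.11 for *Sox3* (adjusted p = 0.866). Over the 10 alternatives, the adjusted p from limma ranged from 0.00327 to 0.583 for *Neurog3* and from 0.000429 to 0.866 for *Sox3*.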

We next looked at additional genes with high expression in A_undiff_ spermatogonia and significantly decreased expression following RA action that were previously identified as potential novel A_undiff_ markers [5]. Five genes (Enc1, Onecut2, Ptch1, Sdc4, and Zfp462) fitting this description were selected based on their expression pattern and analyzed for accessibility (Figure 6A–E). Little is known about these genes’ functions in spermatogonia. 

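*Enc1* (chromosome 13, from 97241105 to 97253034) had 6 peaks in both 0 h libraries and from 1 to 4 in the later libraries. *Onecut2* (chromosome 18, from 64340020 to 64400987) had 7 and 8 peaks at 0 h and from 2 to 6 later. *Ptch1* (chromosome 13, from 63508328 to 63573598) had 9 and 8 peaks at 0 h and from 1 to 5 later. *Sdc4* (chromosome 2, from 164424247 to 164443887) had 6 and 7 peaks at 0 h and from 3 to 5 later. These 4 genes had at least 1 peak in all 8 libraries. *Zfp462* (chromosome 4, from 54945048 to 55083563) had 8 and 9 peaks at 0 h, 2 and 4 at 18 h, 2 in 48 h replicate 2 and 3 in 120 h replicate 1. It had no peak above the calling limit in 48 h replicate 1 or 120 h replicate 2.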

Interestingly, these differentially expressed genes (DEGs) with high transcript expression in the A_undiff_ population were not exclusively accessible at 0 h but rather showed some accessibility at all timepoints. However, all these genes displayed additional examples of a reduction in accessibility, seen clearly as a reduction in peak count following RA action in Enc1 peaks 1, 3, and 5 (Figure 6A).

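The *Enc1* region with a peak in all 8 libraries lies in an intron, from 97244720 to 97245193. Its values were 229 and 241 at 0 h, 73 and 93 at 18 h, 56 and 64 at 48 h, and 101 and 52 at 120 h. For *Ptch1*, the region from 63567739 to 63568322 had values of 622 and 982 at 0 h, 186 and 284 at 18 h, 105 and 177 at 48 h, and 252 and 158 at 120 h. The 5 genes had from 2.33 (*Sdc4*) to 6.67 (*Zfp462*) more peaks at 0 h than in the mean later library. With an equal number of highest peaks from each library, the differences ranged from 1.17 (*Sdc4* and *Onecut2*) to 3 (*Ptch1*), with 1.67 for *Zfp462*.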

Additionally, we examined genes known to have increased transcript levels following the A-to-A1 transition. Potential targets which increase expression following RA action include those stimulated by retinoic acid gene 8 (*Stra8*) and the KIT proto-oncogene, receptor tyrosine kinase (*Kit*) [5,11,12,38,39,40,41]. 

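*Stra8* lies on chromosome 6 from 34920163 to 34939344. It had 6 peaks in both 0 h libraries, 3 in each 18 h and 48 h library, and 4 and 3 at 120 h. A region at -10064 bp from the TSS and a region at the TSS had a peak in all 8 libraries. A region in the first part of the gene, from 34921766 to 34922348, had a peak in both 120 h libraries, with values of 141 and 220, and in no other library.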

Our data indicate that there are accessible chromatin regions in and near *Stra8*, even in A_undiff_ spermatogonia, when transcript levels are minimal (Figure 7A). 

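*Kit* lies on chromosome 5 from 75574916 to 75656722. It had 4 and 3 peaks at 0 h, 1 and 2 at 18 h, 2 in each 48 h library, and 3 and 2 at 120 h. The region at its TSS had a peak in all 8 libraries. Regions from 75601589 to 75602038 and from 75640499 to 75640958 had peaks only in both 0 h libraries, with values between 36 and 68.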

Further, *Kit* has accessible chromatin in/near the gene body in both A_undiff_ spermatogonia at 0 h post- RA and in differentiating spermatogonia post-RA injection (Figure 7B).

As previously discussed, the majority of accessible genes were accessible at all timepoints. We thus took a particular interest in the subset of genes with accessible regions only in undifferentiated spermatogonia (0 h), which made up ~13% of the total number of genes. 

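Of the 2666 genes, 1183 (44.4%) had no peak in any of the 6 later libraries. A further 733 had a peak in 1 later library, 458 in 2 and 292 in 3, but never in both libraries of a timepoint. The highest peak of a gene at 0 h had a median value of 73 for these genes and of 349 for the genes at all 4 timepoints. A peak within 1000 bp of the TSS in both 0 h libraries was present at 961 of these genes (36.0%).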

For these 2666 genes exclusively accessible in undifferentiated spermatogonia, we looked for correlations in transcription from our previous dataset. If chromatin compaction was affecting the transcription of these genes, there should be fewer transcripts at assayed timepoints following RA action. We cross-referenced these genes with genes showing significantly lower transcript levels following RA treatment from our previously published data, resulting in 111 genes of interest [5]. These 111 genes did not show a testicular or spermatogenic link when run through gene ontology (Figure S6).

## 4. Discussion

Our results support the general knowledge that has been ascertained via TEM—that there is a relatively large amount of accessible chromatin prior to the A-to-A1 transition of spermatogonial differentiation, and this amount declines as spermatogonial development progresses [15,16]. Our data revealed that approximately half the number of accessible regions present at 0 h remained following the A-to-A1 transition. 

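The regions called in both 18 h libraries came to 41.7% of those called in both 0 h libraries. Requiring an overlap of at least 50% of both peaks gave 40.1%, and peaks with a value of at least 50 gave 39.8%. With an equal number of highest peaks from each library the value was 97.4%. Counting all peaks of a single library at 0 h or at 18 h, against the peaks found in both replicates at the other timepoint, gave 34.8% to 57.1%. That range mixes unlike counts and is not the dependence on a library alone.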

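The regions called in both libraries came to 38.2% of the 0 h number at 48 h and 37.6% at 120 h. The mean numbers of peaks at 18, 48 and 120 h differed by less than the spread between replicates, with p from 0.667 to 1 (exact permutation tests, n = 2 against 2). In the regions with a peak in all 8 libraries, 1 region was lower and 0 were higher at 48 h than at 18 h at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, 255 were lower and 14 higher. Between 48 h and 120 h, 28 regions were lower and 3684 higher, with a median log2 change of 0.56. The median was 0.27 without 120 h replicate 1 and 0.87 without 120 h replicate 2, so that its size depended on the library. With each library centred on its median, 1158 were lower and 1472 higher.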

The number of accessible regions 18 h post-RA then remained relatively constant at 48 and 120 h post-RA (Figure 1A). It is well-established that RA action at the A-to-A1 transition causes drastic physiological changes leading to the commitment to meiosis [42]; thus, our data indicate that RA is responsible for triggering a dramatic decrease in chromatin accessibility as well.

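In the regions with a peak in all 8 libraries, the median log2 height of a library was 7.94 ± 0.19 (SD, n = 2) at 0 h, 6.68 ± 0.25 (SD, n = 2) at 18 h, 6.55 ± 0.17 (SD, n = 2) at 48 h and 7.05 ± 0.46 (SD, n = 2) at 120 h. The mean of the 6 later libraries lay below that of the 0 h libraries, with a difference of -1.18 (exact permutation test, two-sided, p = 0.0714, n = 2 against 6). The paper takes it as established that RA action at the A-to-A1 transition brings about the physiological changes of commitment to meiosis, and from this and its data proposes that RA is responsible for the decrease in accessibility.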

While chromatin compaction increased overall during the time of spermatogonial development, we assessed how this may impact transcriptional regulation. Globally, we examined genes which are known to possess significantly decreased (Figure 3A) or increased (Figure 3B) transcript levels by 120 h post-RA relative to the A_undiff_ population. Genes from both the down- and upregulated categories showed relatively little change in the number of peaks called during the time course. Interestingly, there was a small subsection of upregulated genes which showed a greater number of peaks prior to RA administration, then showed a decline in peak number following RA action (Figure 3B, denoted with *). The presence of this cluster, along with the relatively unchanged number of peaks for other upregulated genes, indicates an inability to predict chromatin accessibility from transcriptional patterns.

Conversely, we examined transcriptional patterns for genes with characterized accessibility patterns, focusing on those genes accessible at 0 h only or accessible at all times as these represented the majority of genes with accessible regions (Figure 4). These genes showed very limited changes in transcription throughout the course of spermatogonial development. Thus, it appears that on a global scale, accessibility is unable to predict transcription patterns in spermatogonia.

While global trends did not indicate a functional link between chromatin accessibility and transcription, we examined specific genes with known transcriptional patterns during spermatogonial development. 

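Across *Nanos2*, *Lin28a*, *Neurog3*, *Pou5f1*, *Sox3*, *Zbtb16*, *Enc1*, *Onecut2*, *Ptch1* and *Sdc4*, 14 regions had a peak in all 8 libraries. No region of *Zfp462* did. Regions without a peak in some library have no height there and were left out. They include regions of *Ptch1* (214 and 328 at 0 h) and *Sdc4* (256 and 184) with no peak in any later library. They also include a region of *Neurog3* with peaks in the 120 h libraries only (98 and 91). The 14 therefore cannot show how the regions of these genes changed as a set. All 14 regions were lower at 18 h and at 48 h than at 0 h at an adjusted p under 0.05 from limma. Their log2 changes at 18 h ranged from -1.77 to -0.81, with a median of -1.13. At 120 h, 7 of the 14 were lower and 0 higher, and all 14 changes lay below 0. Relative to the median of all regions, none of the 14 was past the threshold at 18 h, and 9 of them lay above 0. On that scale, 11 of the 14 lay below 0 at 48 h, with a median of -0.17, and 1, at *Ptch1*, was lower past the threshold. At 120 h, 4 were lower and 3 higher on that scale, and the median of the 14 was -3.0e-03.

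**Figure D5:**
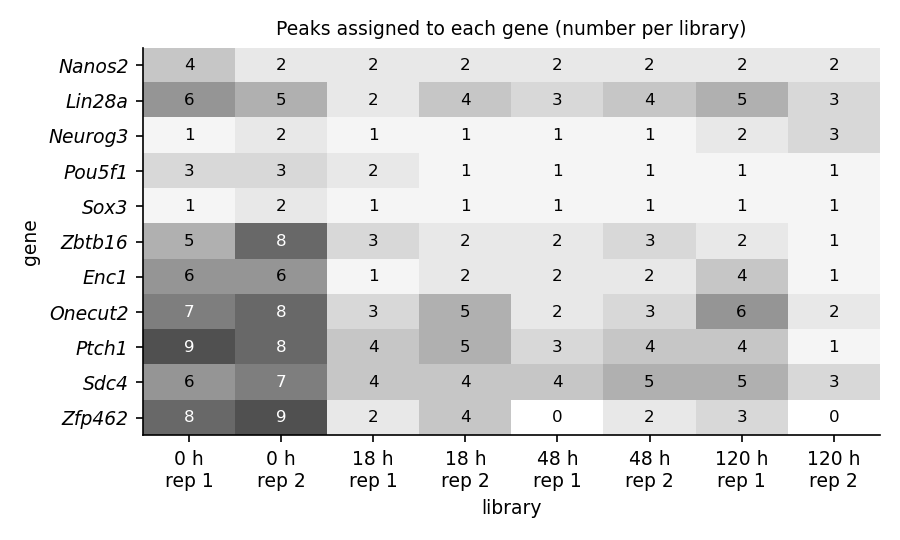
Number of peaks assigned to each of the 11 genes (y axis) in each library (x axis). Darker cells hold more peaks. Zfp462 falls from 8 and 9 peaks at 0 h to 0 in 48 h replicate 1 and 120 h replicate 2.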

We found that for genes that have decreased transcript abundance following RA action, including *Nanos2*, *Lin28a*, *Neurog3*, *Pou5f1*, *Sox3*, *Zbtb16*, *Enc1*, *Onecut2*, *Ptch1*, *Sdc4*, and *Zfp462*, there was accessible chromatin at all times, but these genes showed the most accessibility in undifferentiated spermatogonia where there were more peaks and/or a greater peak amplitude (Figure 5 and Figure 6). However, without further investigation, this remains only a correlation between downregulated DEGs and decreased chromatin accessibility following RA action. We cannot rule out the possibility that this is simply a result of global chromatin compaction following RA action rather than a specific functional link tied to transcription of these genes.

Genes with increased expression, including biologically relevant markers of differentiating spermatogonia such as *Stra8* and *Kit*, were also accessible at all times (Figure 7). STRA8 has been shown to bind its own promoter and act as a transcriptional activator of many other genes in preleptotene spermatocytes at the onset of meiosis [41]. While it is unknown whether this transcriptional program activated by STRA8 has epigenetic underpinnings, our data suggest that STRA8 does not utilize an increase in chromatin accessibility at the time of RA action at the A-to-A1 transition. Additionally, previous investigations of *Kit* have suggested it may be epigenetically controlled at spermatogonial differentiation [43]. Our data indicate that, similar to the decrease in accessibility seen in undifferentiated spermatogonial markers following RA action, relevant markers of differentiating spermatogonia exhibited the same decrease in accessible chromatin at the A-to-A1 transition but the chromatin was never fully inaccessible. 

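The *Stra8* region at the TSS, from 34920631 to 34921059, had values of 123 and 159 at 0 h, 133 and 192 at 18 h, 165 and 168 at 48 h, and 202 and 182 at 120 h. Its log2 change at 18 h was 0.19 (standard error 0.37, adjusted p = 0.61 from limma). The *Kit* region at the TSS, from 75574591 to 75575349, had values of 96 and 144 at 0 h, 107 and 150 at 18 h, 127 and 142 at 48 h, and 250 and 159 at 120 h. Its log2 change at 18 h was 0.11 (adjusted p = 0.776 from limma). The *Stra8* region upstream of the TSS, from 34910312 to 34911260, fell from 200 and 384 at 0 h to 103 and 120 at 18 h, a log2 change of -1.32 (adjusted p = 0.00101 from limma), and had values of 344 and 261 at 120 h. Relative to the median of all regions, the log2 change at 18 h was 1.45 at the *Stra8* TSS (adjusted p = 0.00316), 1.37 at the *Kit* TSS (adjusted p = 0.00264) and -0.06 at the upstream region (adjusted p = 0.953). Over the 10 alternatives, the adjusted p from limma ranged from 0.00316 to 0.632 at the *Stra8* TSS, from 0.00264 to 0.793 at the *Kit* TSS and from 7.1e-05 to 0.96 at the upstream region.

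**Figure D6:**
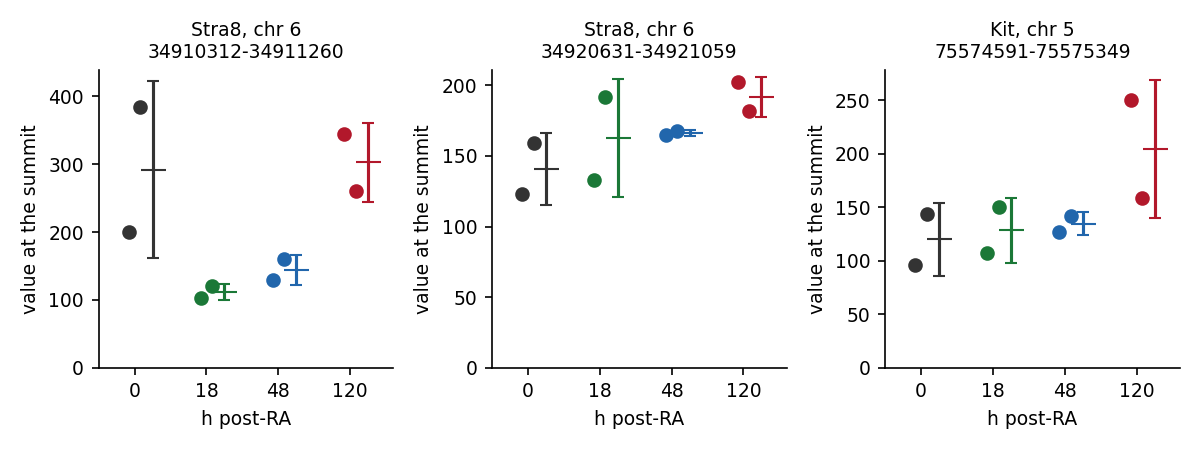
Value at the peak summit (y axis) at each timepoint (x axis, h post-RA) for the 2 regions of Stra8 and the region of Kit with a peak in all 8 libraries. Points are the 2 libraries of a timepoint, and the bar beside them is their mean with the SD. The means at both TSS are not lower at 18 h than at 0 h and rise relative to the median region, whereas the upstream region of Stra8 falls to 103 and 120.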

The data from known differentiated spermatogonial markers would instead indicate a global, rather than transcriptionally functional, occurrence of chromatin compaction.

We found that ~73% of genes are not only accessible over all four timepoints (Figure 2), but their accessibility predominantly occurred around the TSS (Figure S3). As a result of the fact that genes remain largely accessible at the TSS, other factors must bind to this region to control transcription of those genes. 

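Of the genes accessible at all 4 timepoints, 10035 (66.7%) had a peak within 1000 bp of a TSS in both libraries of each timepoint. The other genes were accessible only through peaks farther from a TSS in at least 1 library.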

The identification of these other factors would be a more direct way to assess how the transcriptional program is triggered at the A-to-A1 transition. Some possibilities may be suggested from previous studies of epigenetic modifiers at other stages of spermatogenesis. For instance, high 5-hydroxymethycytosine (5hmC) levels and a greater abundance of RNA polymerase II have been shown to correlate with higher gene expression during meiosis [44,45,46]. Histone modifications such as H2K27me3 and H3K4me3 have also been examined in spermatogonial stem cells (SSCs) and suggest another epigenetic control mechanism that could possibly extend into spermatogonial development [47,48]. Further study of these modifications would be necessary to assess their influence in each of the spermatogonial subtypes.

Retinoic acid triggers complex changes at both the genetic and morphological levels. These data build on previous chromatin characterization in spermatogonia to show where in the genome chromatin compaction occurs. On a global scale, there does not appear to be a functional, predictive link between chromatin compaction and transcription in the examined spermatogonial populations. Future work on potential transcription factors acting in areas of open chromatin may help to further elucidate the complex network of transcriptional changes induced by RA.

## Figures and Tables

**Figure 1:**
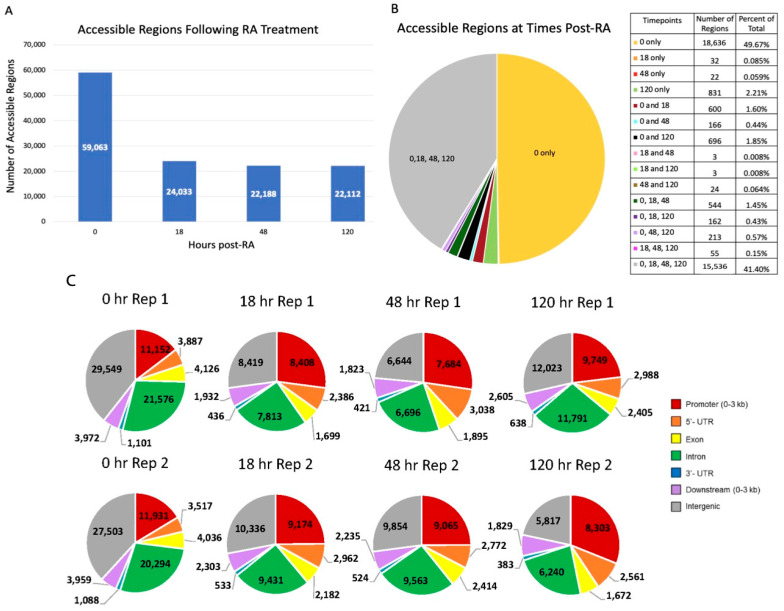
Accessible regions. (**A**) The shared accessible regions between the two replicates at each timepoint for 0, 18, 48, and 120 h post-RA revealed a monotonic decrease in accessibility following RA treatment. (**B**) Unique accessible regions for each comparison of times post-RA treatment. (**C**) Accessible regions grouped by genomic traits for each replicate and timepoint. Notably, the total regions here may show a greater total than Figure 1A, as these represent regions called in a single replicate not only those which were accessible in both replicates of a timepoint.

**Figure 2:**
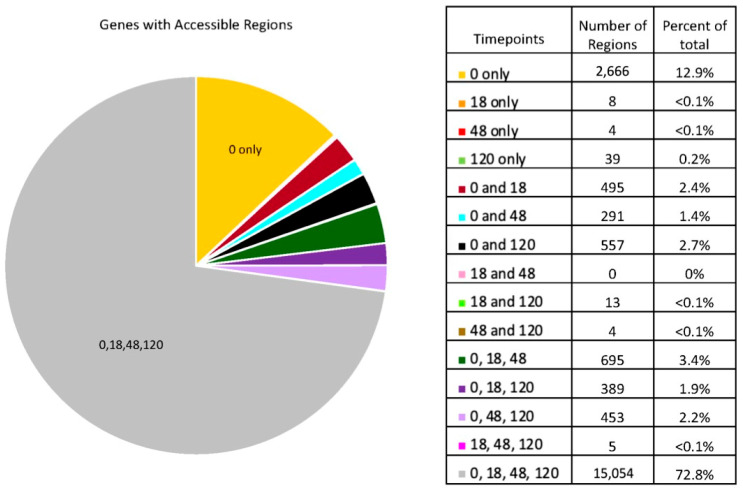
Accessible genes. Genes with associated accessible regions at 0, 18, 48, and/or 120 h post-RA showed that 72.8% of accessible genes were accessible at all timepoints. The numbers in the table show the number of regions per category, and percentages of the total are shown to the right of the legend. Genes with accessible regions were included for a timepoint if both biological replicates indicated that the gene contained and/or was within 10 kb of an accessible region.

**Figure 4:**
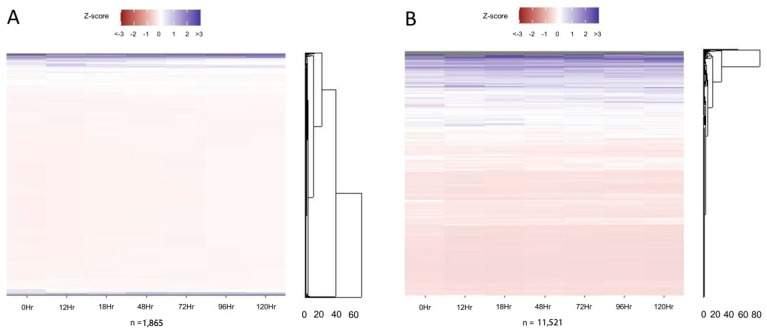
Accessible gene and transcript values. Heatmaps of transcript values during spermatogonial development for genes which have accessible chromatin at (**A**) 0 h only or (**B**) 0, 18, 48, and 120 h (all times). Transcript counts and plotted z-scores are provided in the Supplementary Materials. Transcript data from [5].

**Figure 5:**
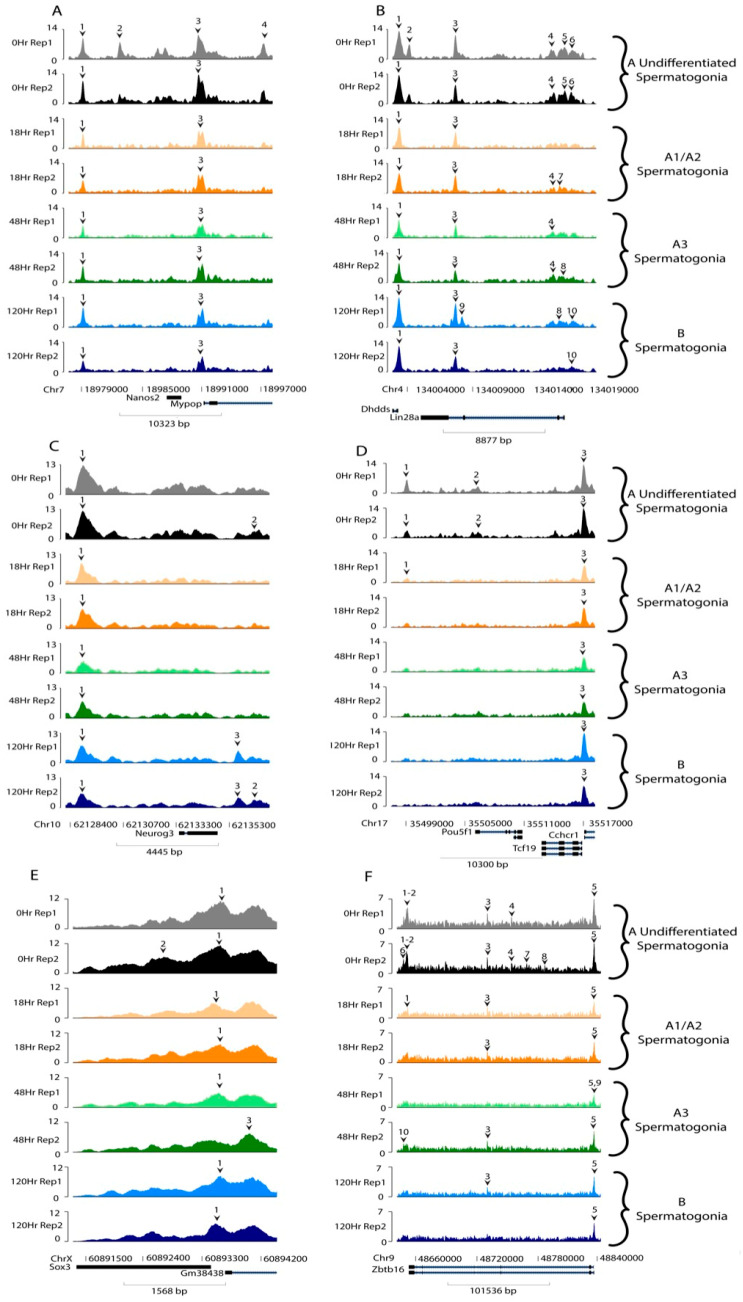
Accessibility of classical markers. Relative sequencing tracks the mapping accessibility of common spermatogonial genes and immunohistochemical markers. Numbered carats denote significant accessibility peaks for each gene. Data shown for both replicates of each timepoint: 0 h (yellow and orange), 48 h (light and dark green), and 120 h (light and dark blue). The genes represented here include (**A**) Nanos2, (**B**) Lin28a, (**C**) Neurog3, (**D**) Pou5f1, (**E**) Sox3, and (**F**) Zbtb16, all of which show a decreasing amplitude and width of peaks between the undifferentiated and differentiating spermatogonia corresponding with decreasing accessibility.

**Figure 6:**
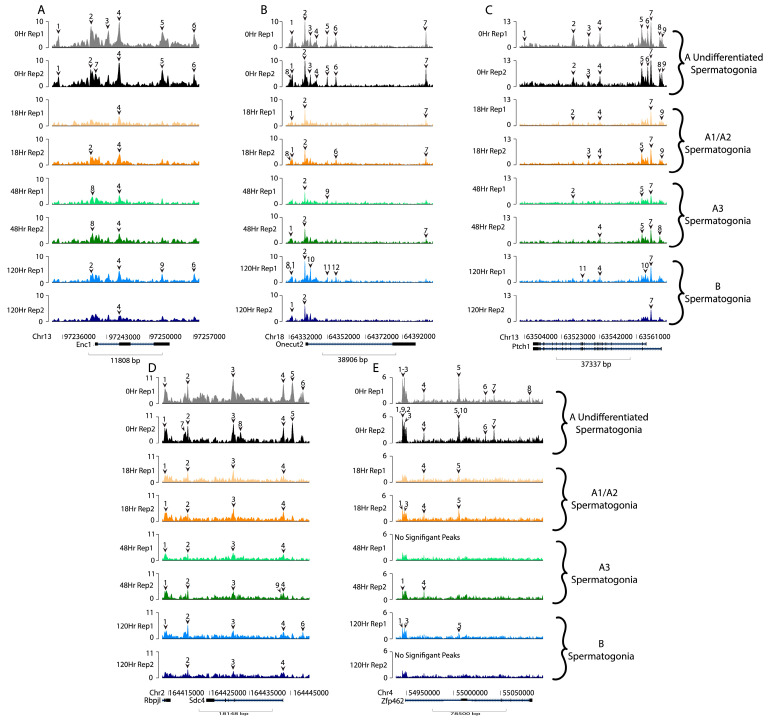
Accessibility of uncharacterized undifferentiated spermatogonia genes. Accessibility of uncharacterized genes, which are highly expressed at the 0 h timepoint but then decrease 18 h post-RA [5]. Numbered carats denote significant accessibility peaks for each gene. Relative sequencing tracks the mapping accessibility of these uncharacterized genes including (**A**) Enc1 (**B**) Onecut2 (**C**) Ptch1 (**D**) Sdc4, and (**E**) Zfp462. The timepoints and each of their replicates are represented in different rows and by color: 0 h (grey and black), 18 h (yellow and orange), 48 h (light and dark green), and 120 h (light and dark blue).

**Figure 7:**
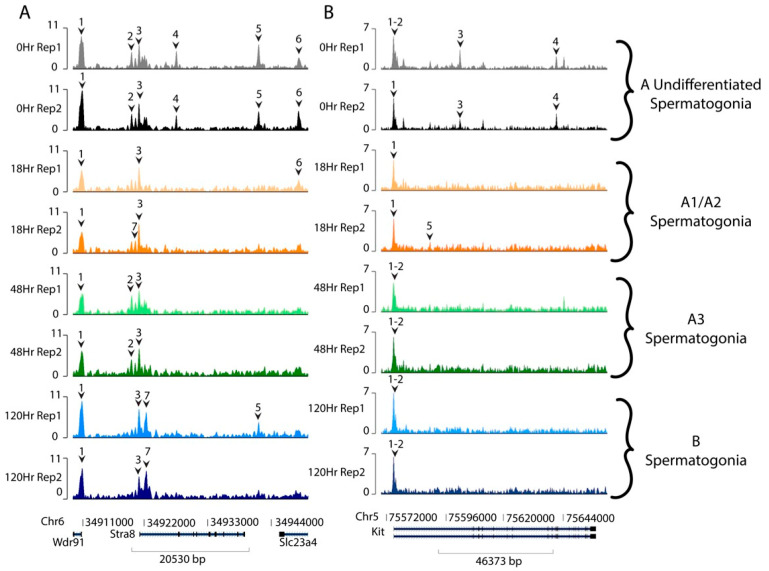
Accessibility of functional spermatogonia genes. Relative sequencing tracks mapping accessibility of common spermatogonial genes (**A**) STRA8 and (**B**) KIT, both of which show changes in peak amplitude and width between the undifferentiated and differentiating spermatogonia. Numbered carats denote significant accessibility peaks for each gene. The timepoints and each of their replicates are represented in different rows and by color: 0 h (grey and black), 18 h (yellow and orange), 48 h (light and dark green), and 120 h (light and dark blue).

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [49] and are accessible through GEO: series accession number GSE197484.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/life13030690/s1, Figure S1: Reproducibility; Figure S2: Region proximity to gene bodies; Figure S3: Fragment enrichment over gene body; Figure S4: Peaks location and regulation during spermatogonial development; Figure S5: Transcript values of accessible genes; Figure S6: Gene ontology.

# Supplementary material for: Chromatin Remodeling via Retinoic Acid Action during Murine Spermatogonial Development
**Source:** Life (Basel). 2023 Mar 3;13(3):690. doi: 10.3390/life13030690
**Supplement:** Supplementary file 1

# Supplementary material of Chromatin Remodeling via Retinoic Acid Action During Murine Spermatogonial Development

Christine Schleif <sup>1</sup>, Rachel Gewiss <sup>1</sup> and Michael Griswold <sup>1,\*</sup>

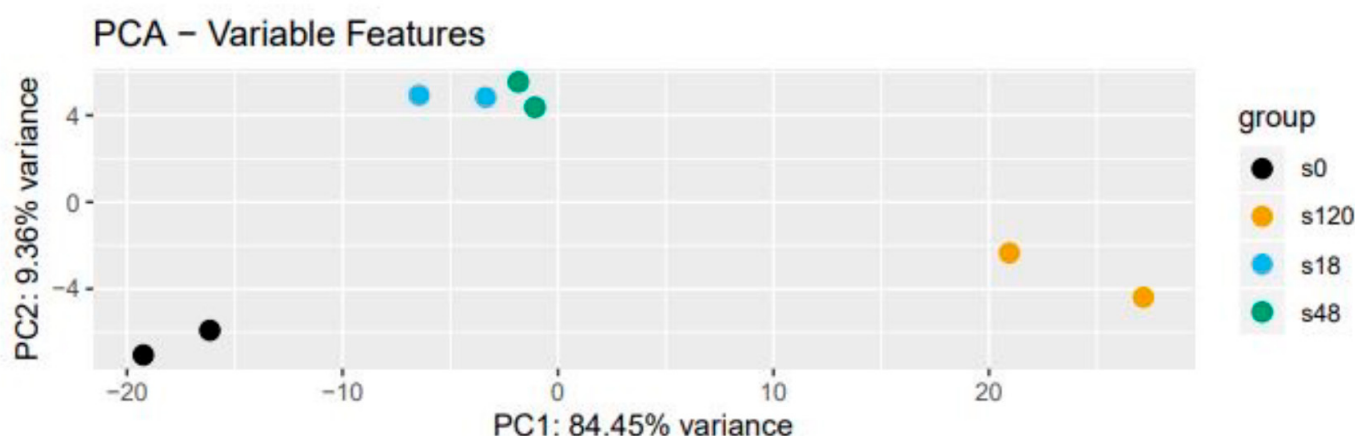

**Figure S1.** Reproducibility. PCA plot for each biological replicate and time point. Close clustering reveals good replicability between biological replicates. s0= 0 hour samples, s18= 18 hour samples, s48= 48 hour samples, s120= 120 hour samples.

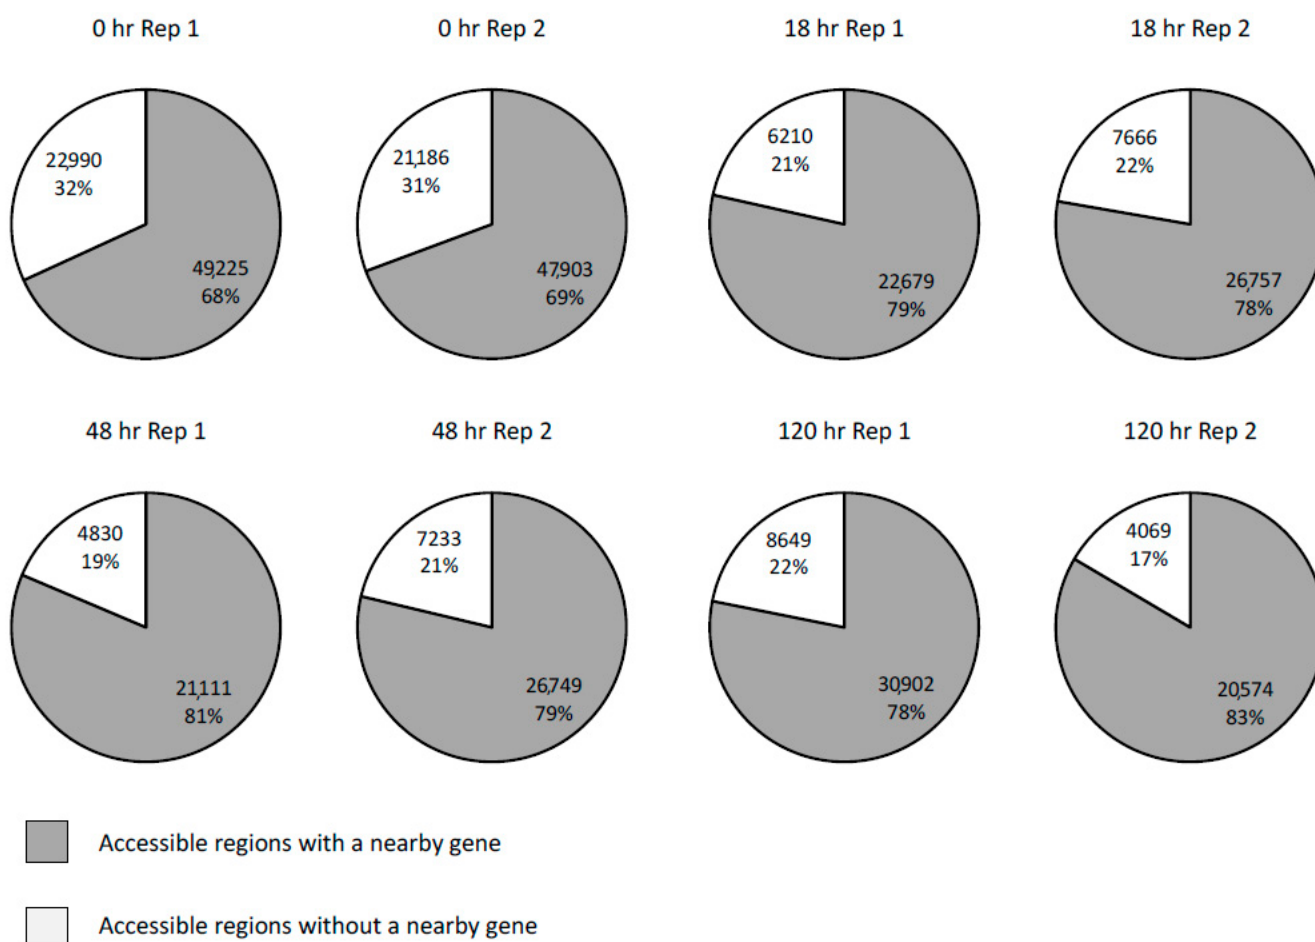

**Figure S2.** Region Proximity to Gene Bodies. Percent of accessible regions either with or without nearby genes for each time point and replicate. Gray sections show the accessible regions with a gene(s) nearby, white sections show the accessible regions that do not have a gene within 10 kb of the region.

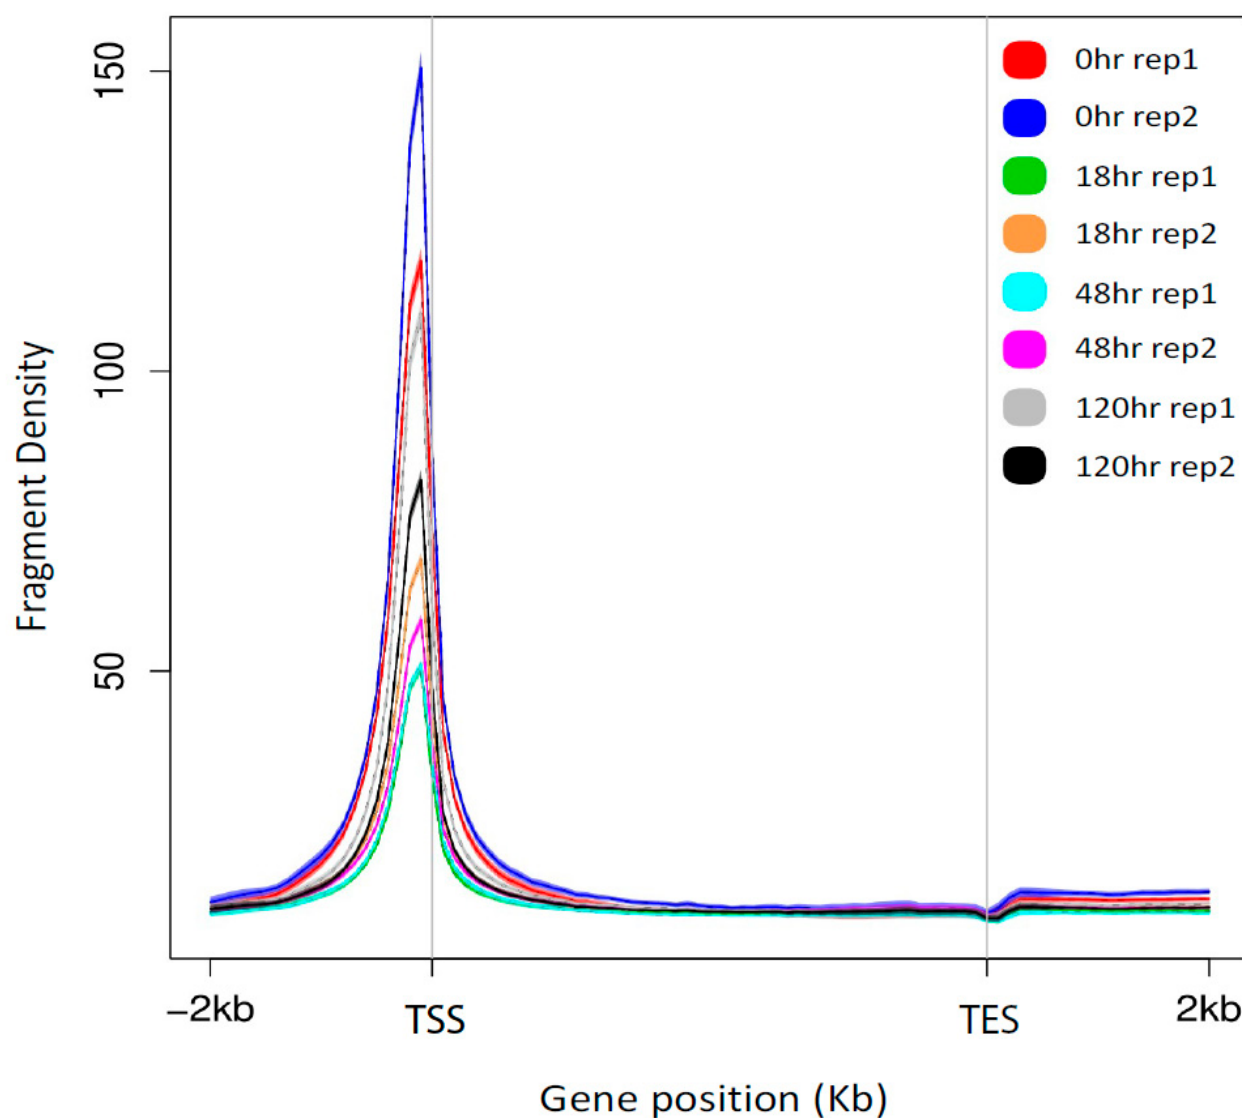

**Figure S3.** Fragment Enrichment Over Gene Body. Plotting peak enrichment over the gene body for all time points (0, 18, 48, and 120 hours post-RA) and biological replicates (rep1 or rep2) which showed the most accessibility occurs around the transcription start sites. Accessibility is noted here in terms of fragment density of transposition events along genes within the genome. Peaks at 0bp correspond with the either the transcription start sites (TSS) or transcription end site (TES) of any given gene in the genome.

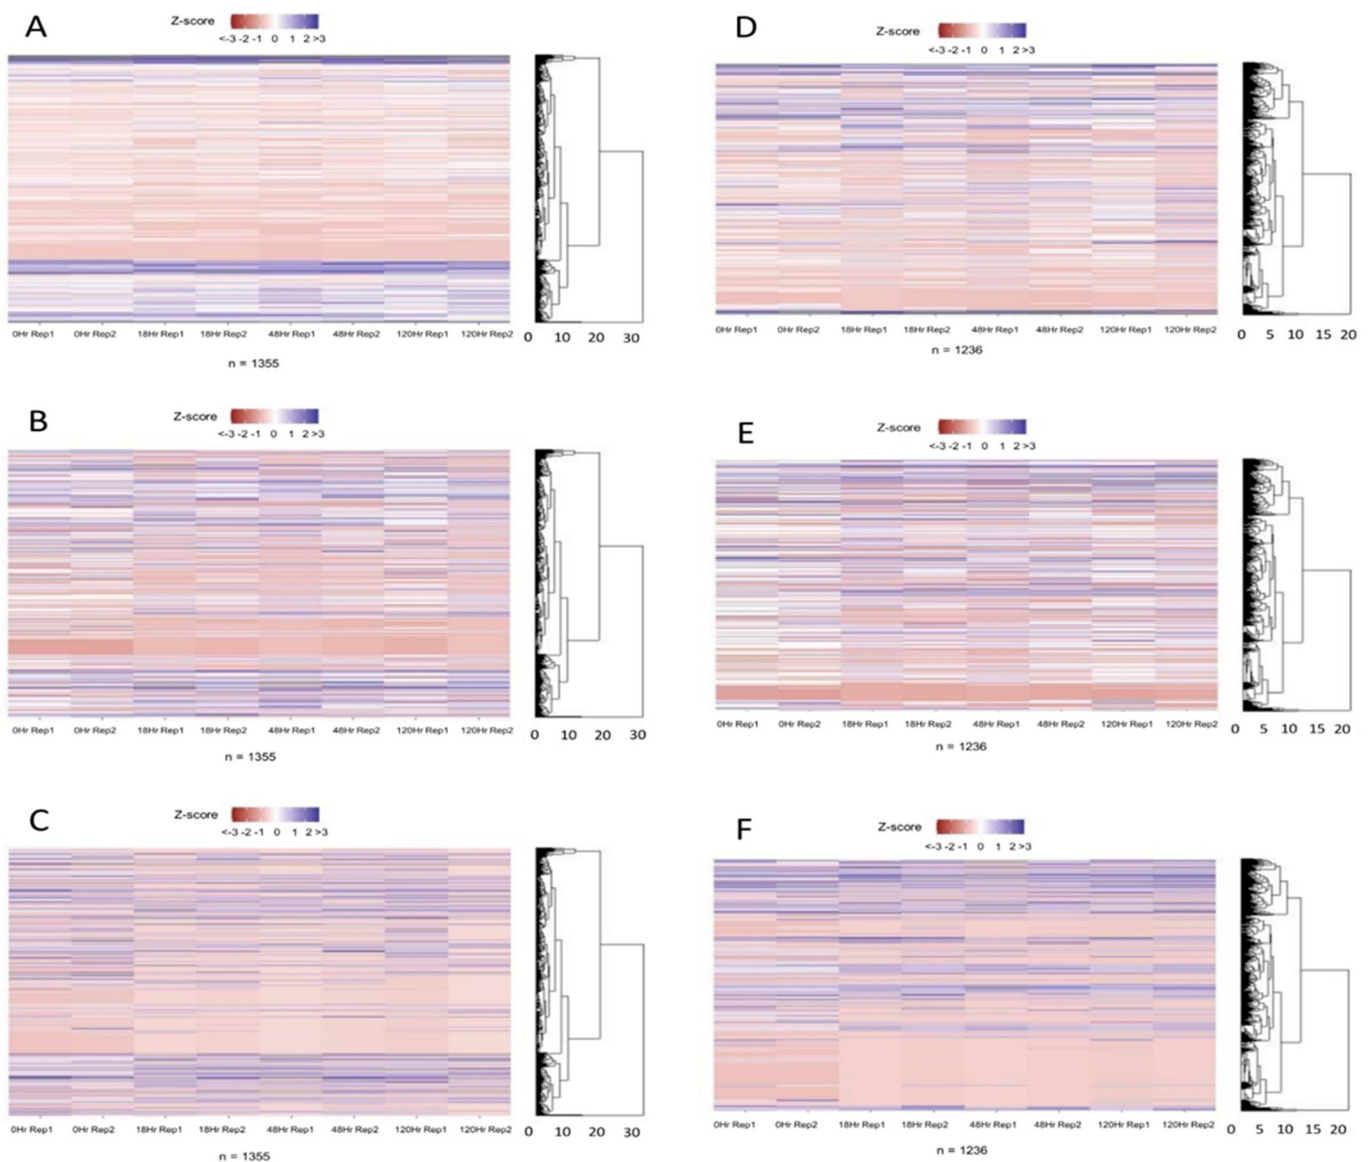

**Figure S4.** Peaks Location and Regulation During Spermatogonial Development. Heatmap of variance of peaks for genes downregulated (A, B, C) and upregulated (D, E, F) by 120 hours post-RA for peaks downstream of a gene subsetted by peaks within (A,D), upstream (B, E) or down stream (C, F) of their associated gene. Clustering reflects that of heatmaps showing all peakd for displayed genes (Figure 3). Numver of peaks and plotted Z-scores provided in Supplemantay file.

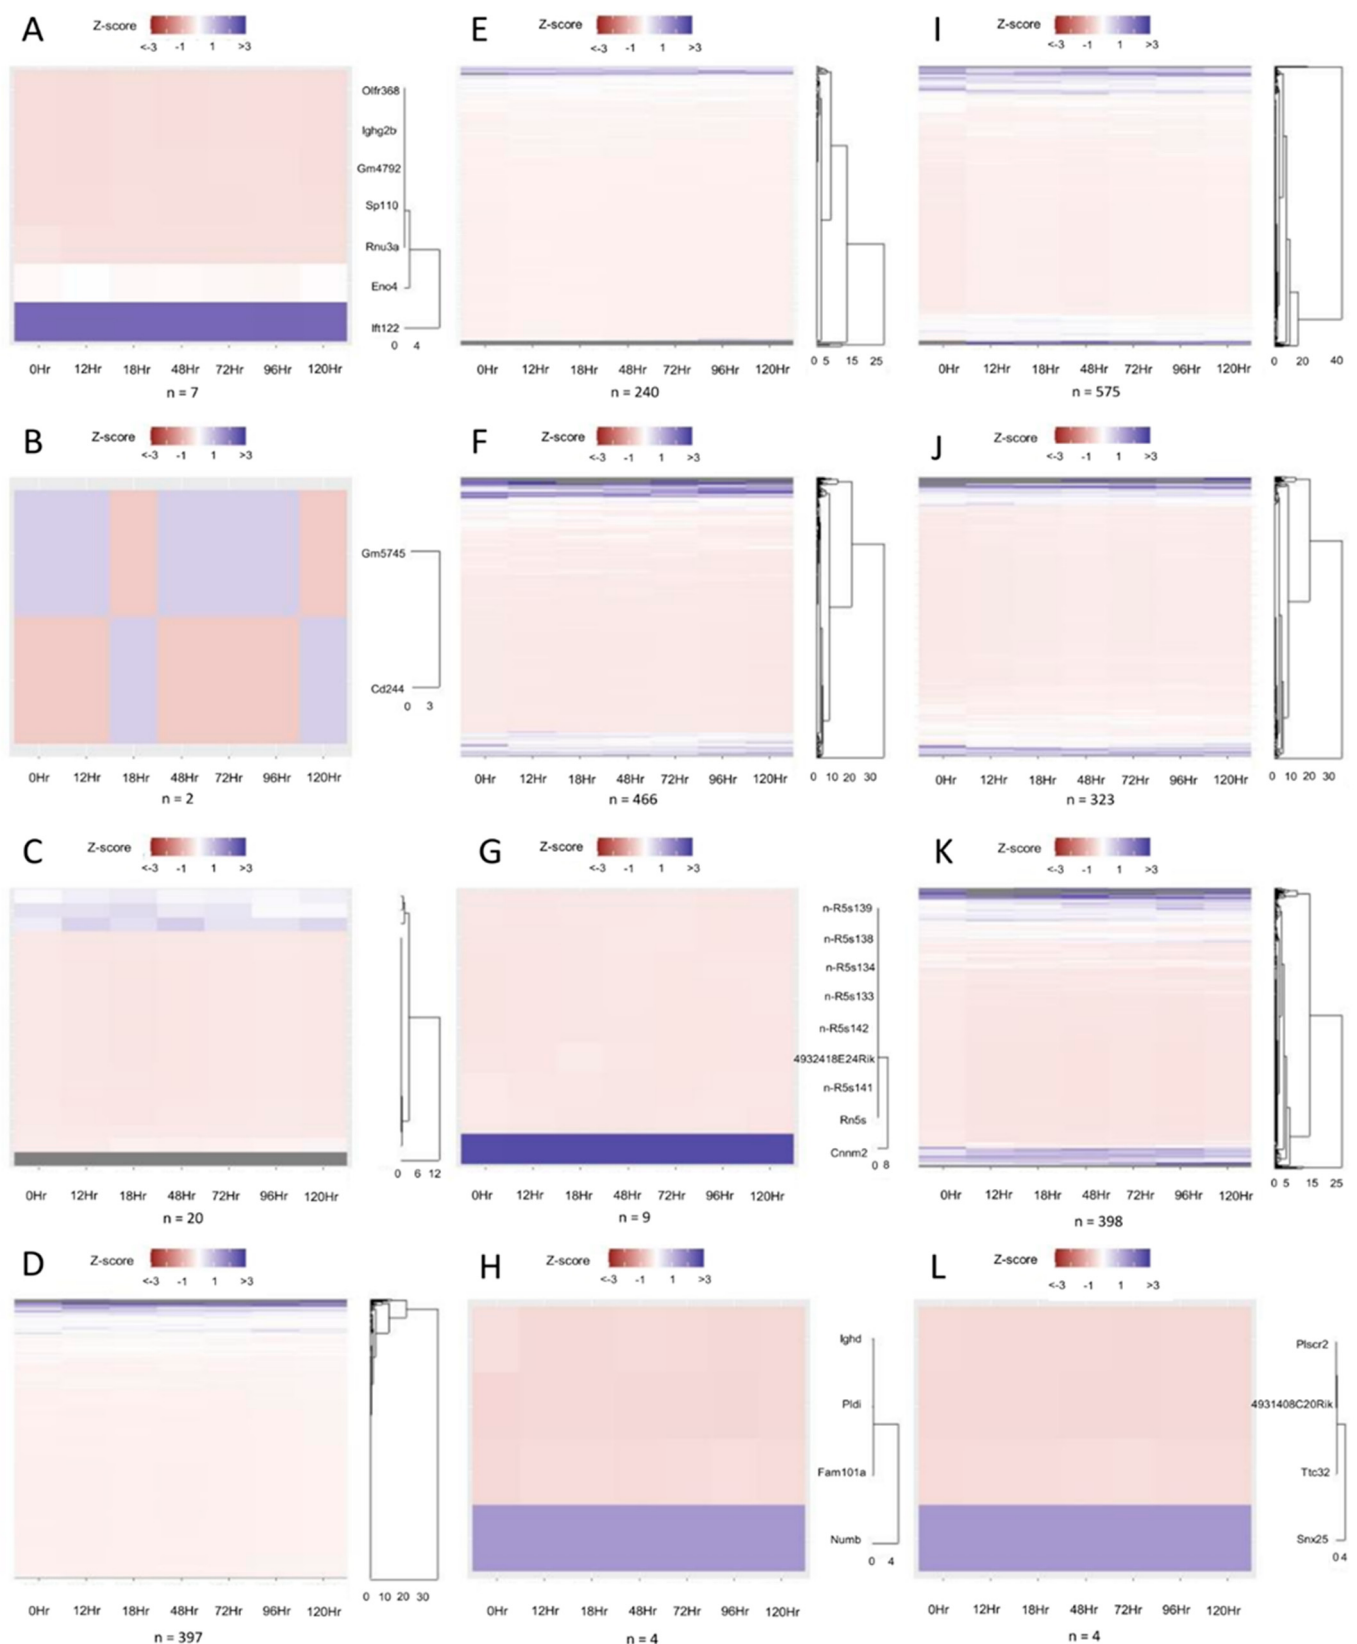

**Figure S5.** Transcript Values of Accessible Genes. Heatmaps of transcript values during spermatogenic development for genes which have accessible chromatin at A) 18 hours only, B) 48 hours only, C) 120 hours only, D) 0 and 18 hours, E) 0 and 48 hours, F) 0 and 120 hours, G) 18 and 120 hours, H) 48 and 120 hours, I) 0, 18, and 48 hours, J) 0, 18 and 120 hours, K) 0, 48, and 120 hours and L) 18, 48, and 120 hours. There were no genes which were solely accessible at the combination of 18

and 48 hours. Transcript values and plotted Z-scores available in Supplementary File. Transcript data from [5].

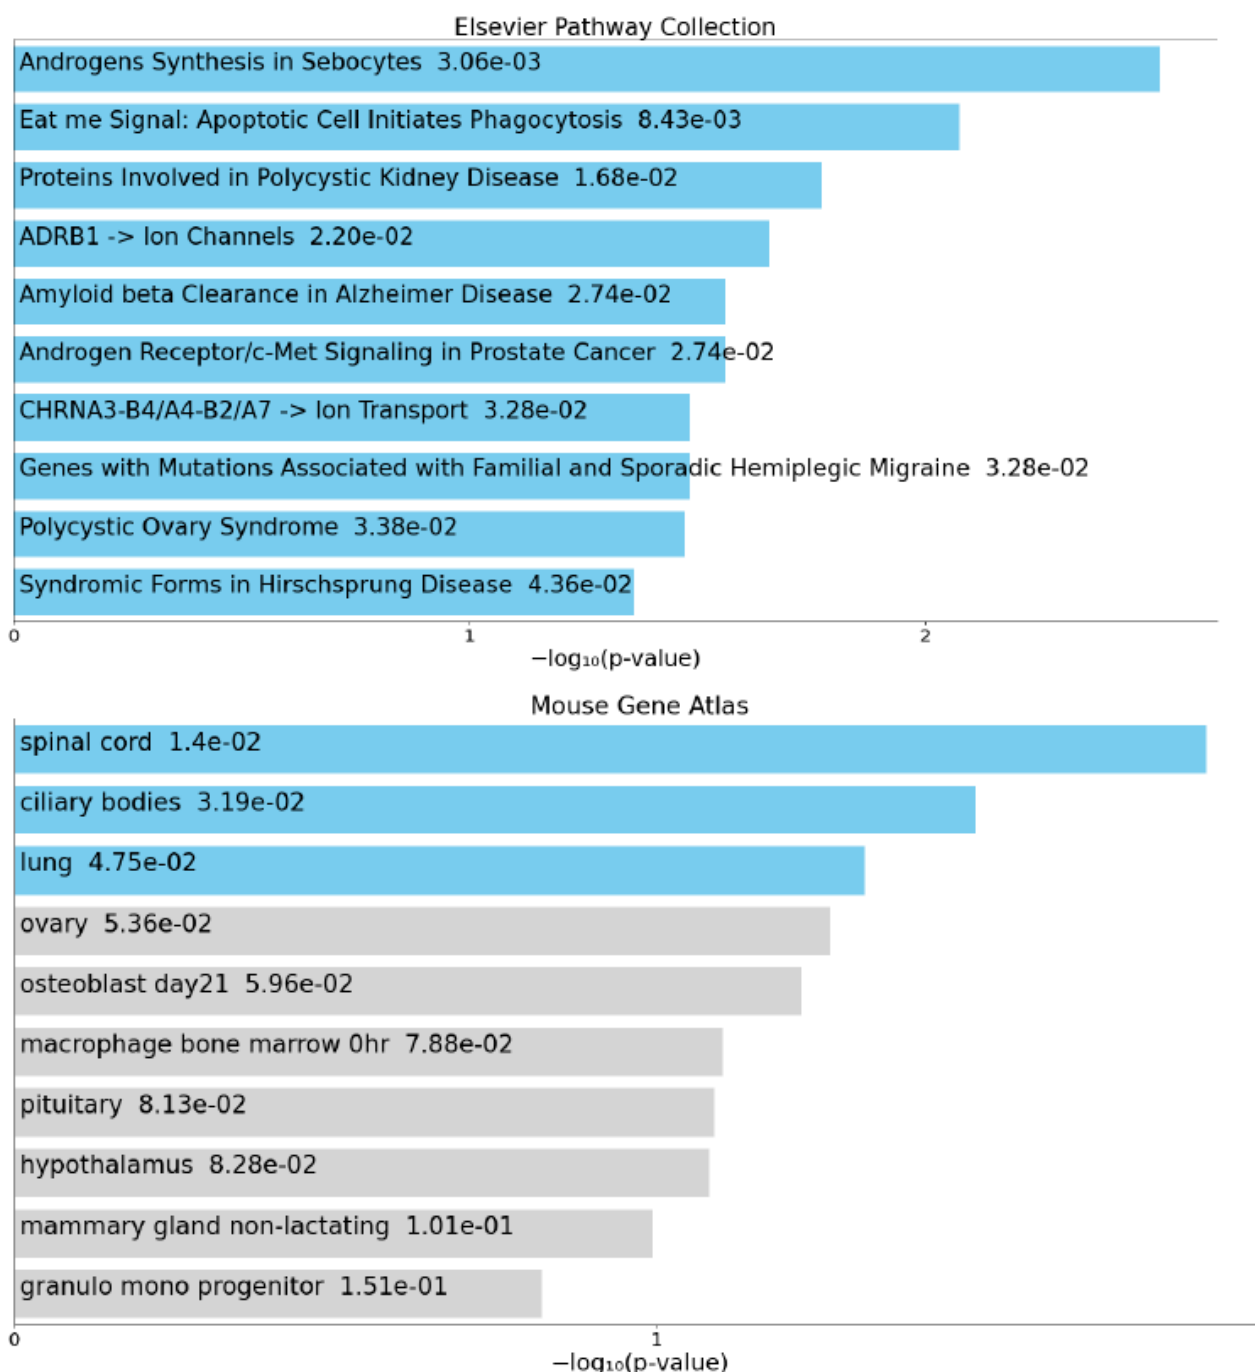

**Figure S6.** Gene Ontology. Genes with associated accessible chromatin only at 0 hours post-RA that also displayed decreased transcript levels following RA action at 12, 18, 48, 72, 96, and/or 120 hours post-RA. Testis and germ cell functions and cell types were not enriched among the dataset. Blue bars show terms with statistical significance, gray bars show top terms that are not statistically significant. p-values are shown within each bar.

How the deposited data were processed for this re-analysis (not part of the article)

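Accessible chromatin was measured by ATAC-seq in sorted PIWIL2-eGFP germ cells at 0, 18, 48 and 120 h post-RA, with 2 libraries per timepoint and 1 mouse per library. The authors aligned the reads to mm10 with BWA mem, removed duplicates and mitochondrial tags, and reduced each library to 57836200 tags, which is the paper's value. They called peaks per library with MACS 2.1.0 at the cutoff of 1.00e-07 given in the paper's Seq Stats sheet, without a control, and removed peaks on the ENCODE blacklist. The authors deposited a table of peaks with the signal at the summit and the mean signal over each peak, both as tag coverage after this reduction, together with the genes assigned to each peak. They also deposited a list of merged regions. The table was checked for the number of peaks per library, which equals the paper's Filtered peaks in all 8 libraries.

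Peaks were read as deposited. Peaks of all libraries that overlapped by at least 1 bp were merged into regions, and the merging and the assignment of regions to timepoints were tested on simulated data, where all 2000 simulated regions were given the timepoints they were made with. A timepoint was counted for a region or a gene where both of its libraries had a peak. Regions called in both replicates were replicate 1 peaks that overlapped a replicate 2 peak. Genes were those that the deposited table assigns to a peak. Distances to a TSS were those of the table, with 1000 bp as the limit. Features were taken from GENCODE vM21 basic with promoters within 3000 bp, and GC content from the GRCm38 sequence.

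Peak heights were the log2 of the highest summit value of a library in a region, without further scaling. They were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 4 groups, no block), with Benjamini-Hochberg adjustment and a threshold of 0.05, in the 15536 regions with a peak in all 8 libraries. Regions that lose their peak at any timepoint have no height there and were not in this comparison. Without scaling, every named region had the same standard error, so its p rests on a spread shared by the regions. A shift of a whole library enters all its regions. On simulated data, 200 of the 15536 regions were changed. The spread was that of the centred heights, with no shift of whole libraries. The fit called 0 of the 200 at a log2 change of 1, 93% at 2 and 98.5% at 3. In that setting a log2 change of 1 in a small number of regions was below what the fit could call. The heights compared above were not centred, so the simulation does not give the power or the false calls of that comparison. Counts and percentages of a library were compared between 0 h and all later timepoints with exact permutation tests, two-sided with the smaller tail doubled, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.

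The genes and regions named were chosen by a rule. They are the 13 genes whose tracks the paper shows, the 5 regions at 0 h only and the 5 at 120 h only with the highest value in the lower of the 2 libraries, and the 5 regions with the largest rise and the 5 with the largest fall at 120 h among those past the threshold.

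Alternatives set before the data were examined were an overlap of 50% of both peaks, replicate 2 peaks in place of replicate 1 peaks, merged regions in place of overlapping peaks, windows of 100 bp on each side of the summits, a peak in either replicate, peaks with a value of at least 50, the 24643 highest peaks of each library, peaks inside a gene or within 1000 bp of its start, a TSS limit of 3000 bp, each library left out in turn, and for heights median centring, quantile normalization, the mean signal of the peak, a replicate block, only the libraries of the timepoints compared, and an intensity trend. Added after the data were seen were the rule that both replicates agree at every timepoint, removal of the GC trend after centring, centring with a replicate block, exact tests by absolute difference, median height changes with single libraries left out, and other ways of assigning features.

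Numbers of reads per region were not analysed here. No interval for counting error could be given, and the depth behind a single peak is known only as its signal. The lists of differentially expressed genes and the transcript values behind Figures 3 and 4 were not analysed here. Browser tracks were not used, apart from the list of merged regions.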

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

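The tests in this part were chosen after the results were seen.

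A total of 3684 regions were higher at 120 h than at 48 h, a difference between the changes from 0 h at these timepoints, tested with limma in the 15536 regions with a peak in all 8 libraries. The number was 2983 with a 0 h library left out and 3219 with an 18 h library left out. With a 48 h or 120 h library left out, 1 library remained at a timepoint compared, and this count was not made. The median log2 change of all regions was 0.27 without 120 h replicate 1, against 0.56 with all libraries. A single factor for all peaks of a library would be removed by centring, yet 40.0% of these regions were still higher with each library centred on its median. A wider range of peak heights in the 120 h libraries would be removed by quantile normalization, and 1.87% of the regions were then still higher. Quantile normalization gives all libraries the same distribution of heights, so it removes a shift and a wider range alike. It therefore cannot say how many of these regions a wider range accounts for. A wider range at 120 h could come from the libraries or from B spermatogonia themselves. The mice, the timepoint and the library change together, and no test separated them.

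Outside the genes whose tracks the paper shows, 137 regions were higher at 120 h than at 0 h, although the median region fell by 0.75 on the log2 scale. Their median log2 change was 1.32. A wider range of heights at 120 h does not account for this. With the ranks of regions kept as at 0 h, the change in the range of heights gives these regions a median log2 change of -0.91, and at no rank a change above -0.18. GC content does not account for it either. After centring their median log2 change was 2.21, of which the trend with GC content gives -0.18, and at most 0.48 at any region. The largest rise was in an intron of *Camta1* (chromosome 4, from 151445109 to 151446090), with values of 107 and 93 at 0 h and 568 and 425 at 120 h. Its log2 change was 2.30 (adjusted p = 2.94e-08 from limma, on a spread shared by the regions). The next were in an intron of *Mxi1* (2.20), upstream of A730090H04Rik and downstream of *Dlx4* (2.13), downstream of *Mapk4* (2.05) and in an intron of *Deaf1* (2.03). At *Mapk4* the values had already risen at 18 h, from 85 and 51 to 141 and 189. Differences between mice, sorting and library quality stay open, and a gain of accessibility in differentiating spermatogonia is a hypothesis.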

How the results depend on the processing

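The ratio of peaks at 0 h to later libraries ranged from 2.17 to 2.40 with single libraries left out or peaks with a value of at least 50. Equal numbers of peaks would fix this ratio, and it was not computed for them. The differences in the percent of peaks near genes and at a TSS also kept their direction, but were 1.76 and 2.90 percentage points with equal numbers of highest peaks. In that setting the exact permutation p, with the smaller tail doubled, was 0.143 and 0.214, above the smallest possible value of 0.0714. With splits ranked by absolute difference, a test added later, the exact permutation p of the ratio (2.26), the difference near genes (10.9) and the difference at a TSS (17.3) was 0.0357 each, against 0.0714 with the smaller tail doubled. Both are the smallest that their form can give for 2 libraries against 6, so the side of 0.05 depends on the form of the test. For the results below the cause was not tested, except where the setting itself fixes it.

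With the same number of highest peaks from each library, 21141 regions were called in both replicates at 0 h, the 18 h regions came to 97.4% of the 0 h regions, 2632 regions were at 0 h only and 2587 at 120 h only, and 370 genes were at 0 h only. Equal numbers of peaks largely force equal numbers of regions. The mean number of peaks at 0 h minus that at later timepoints was then -0.67 for *Lin28a*, -0.67 for *Stra8* and -1.17 for *Kit*, so that these genes had fewer peaks at 0 h than later. With a peak in either replicate, 25262 regions were at all 4 timepoints, 4534 at 120 h only, and 1739 genes at 0 h only. With peaks inside the gene, 5183 genes were at all 4 timepoints and 13213 at any. Within 1000 bp of the gene start, 10035 were at all 4. Only regions or genes whose replicates agree at every timepoint, a rule added later, gave 18636 regions at 0 h only, 831 at 120 h only and 1183 genes at 0 h only. The mean share of peaks in promoters, introns or intergenic sequence moved from 94.3% to 92.0% with promoters of 1000 bp, 95.0% with values of at least 50 and 95.1% with equal numbers, by settings added later.

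With single libraries left out, the 18 h regions came to 34.8% to 57.1% of the 0 h regions, the regions at 120 h from 24643 to 39551, and those at 120 h only from 1188 to 6086, the highest without 120 h replicate 2. At the timepoint of the library left out, a peak in the remaining library was enough, so these ranges also reflect that looser rule. For heights at 48 h against 18 h the fits left 1 to 6 regions lower and 0 to 2 higher (at an unadjusted p under 0.05, 195 to 579 lower and 12 to 43 higher). A comparison that would leave 1 library at a timepoint has no limma count for that timepoint. For these, the median log2 change of all regions was computed instead, a setting added later. It ranged from -1.42 to -1.04 at 18 h against 0 h, from -1.51 to -1.22 at 48 h, from -1.03 to -0.47 at 120 h (without 120 h replicates 1 and 2), from -0.31 to 0.049 at 48 h against 18 h, where it changed direction without 18 h replicate 2, and from 0.27 to 0.87 at 120 h against 48 h.

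Peak heights depended on scaling. The share of calls that were higher at 18 h against 0 h went from 0.32% to 84.7% with centring. With each library centred on its median, lower and higher regions numbered 35 and 194 at 18 h against 0 h, 235 and 506 at 48 h, 2449 and 3568 at 120 h, 0 and 0 at 48 h against 18 h (489 and 428 unadjusted), and 1158 and 1472 at 120 h against 48 h. With quantile normalization they numbered 29 and 101, 330 and 344, 1586 and 1358, 0 and 0 (731 and 637 unadjusted), and 60 and 69. With the GC trend removed after centring, added later, they numbered 85 and 273, 388 and 675, 2808 and 2833, 0 and 0 (622 and 627 unadjusted), and 1587 and 1323. The log2 change at 18 h became 0.37 for *Neurog3* with centring and 0.37 with quantile normalization, and 0.11 and 0.12 for *Sox3*, the opposite direction to the unscaled change. With centring, the changes from 0 h at 48 h and 120 h were -0.23 and -0.44 for *Neurog3*, the direction of the unscaled change. They were 0.05 and 0.23 for *Sox3*, and none of these passed the threshold. The share that were higher was 0.35% at 48 h and 1.93% at 120 h without scaling, against 68.3% and 59.3% with centring, and 99.2% against 56.0% for 120 h against 48 h.

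At 48 h against 18 h, the mean signal of the peak gave 2 lower regions and the fit of only these timepoints 6 lower and 2 higher. For 120 h against 48 h, the fit of only these timepoints gave 10 lower and 1536 higher.

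The replicate numbers did not pair the libraries, since the correlations of replicate differences between timepoints ranged from -0.22 to 0.25. With a replicate block, 0 regions were lower at 48 h than at 18 h (184 unadjusted). With centring and a replicate block, added later, lower and higher regions numbered 39 and 234, 268 and 579, 2550 and 3729, 0 and 0 (538 and 510 unadjusted), and 1270 and 1632.

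Among the genes and regions named singly, 20 other values moved, 4 log2 changes, at the *Stra8* and *Kit* TSS, passed a threshold that they had not passed, and 2, at the upstream region of *Stra8*, no longer passed it. The changes of threshold were with centring or quantile normalization, under which those at *Neurog3* and *Sox3* no longer passed it either. The 20 values were numbers of peaks at the named genes, with a value of at least 50, equal numbers of highest peaks or a 0 h library left out.

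The calling limit bounds all counts of regions. Where a library has no peak in a region, the height there is not known.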

Differences from the paper's values

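The number of regions at 0 h only was 30507, against the paper's 18636. Of the alternatives set before the data were examined, peaks with a value of at least 50 (24206) and leaving out 18 h replicate 1 (25627), 48 h replicate 1 (26431) or 120 h replicate 2 (24612) came within 1.5 times of the paper's value. Windows around the summits (30110), a peak in either replicate (35592), the same number of highest peaks (2632) and the other libraries left out (28973 to 42313) did not. When only regions whose replicates agree at every timepoint were kept, the number was 18636, but this rule was chosen after seeing the values.

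The number of regions at 120 h only was 1526, against the paper's value of about 830 in Fig. 1B, read by eye. Peaks with a value of at least 50 (1052) and leaving out 0 h replicate 2 (1188) came within 1.5 times. Windows around the summits (2102), a peak in either replicate (4534), the same number of highest peaks (2587) and the other libraries left out (1294 to 6086) did not. Keeping only regions whose replicates agree at every timepoint, chosen after seeing the values, gave 831.

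The paper states that all its markers of undifferentiated spermatogonia were accessible at all timepoints. *Zfp462* had no peak in 48 h replicate 1 or 120 h replicate 2, so that under the rule that both replicates have a peak it was accessible at 0 h and 18 h. It had a peak in at least 1 replicate at each timepoint.

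The paper states that markers of differentiating spermatogonia lost accessibility at the A-to-A1 transition as the undifferentiated markers did. The numbers of peaks at *Stra8* and *Kit* fell, but the heights at their TSS did not, with log2 changes of 0.19 and 0.11 at 18 h. The upstream region of *Stra8* did fall without scaling, in the direction the paper states, with a log2 change of -1.32. The fall in number did not hold with an equal number of highest peaks from each library. The mean at 0 h minus that at later timepoints was then -0.67 for *Stra8* and -1.17 for *Kit*.

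The paper describes the regions left after the A-to-A1 transition as about 50% of those at 0 h, and the value here was 41.7%. Leaving out 18 h replicate 2 gave 47.9% and leaving out 18 h replicate 1 gave 57.1%. Without 0 h replicate 1 or 2 the value was 36.3% or 34.8%. Each of these sets all peaks of the remaining library against the peaks found in both replicates at the other timepoint. They are therefore not like for like. The other overlap rules and peaks with a value of at least 50 gave 39.8% to 40.7%. The same number of highest peaks gave 97.4%.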

Other observations

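The tests of the number of calls, of the scaling of heights, of GC content, of the X chromosome and of direct repeats were chosen before their results were seen, and the others after. For direct repeats the Mantel-Haenszel test was the one chosen before, and the exact conditional test was added later.

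More peaks were called at 0 h than later. A difference in sequencing depth does not account for this, since all libraries were reduced to the same number of tags and only 1 of the 0 h libraries was among the 2 with most tags before that. The regions at 0 h only were weak, and their median height was above that of 27.7% of all 0 h regions (median 61.5, against 248 for regions at all 4 timepoints), consistent with regions close to the calling limit that a general loss of height would remove. With the same number of highest peaks from each library, the regions at 0 h only were 1.02 times those at 120 h only, but equal numbers of peaks largely fix this ratio. The paper's share of tags in peaks was 26.8% and 29.2% at 0 h and at most 15.3% later. No later library has a share as high as at 0 h, so that library quality and a loss of accessibility cannot be told apart, and the paper's text names no spike-in that would separate them.

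Regions lost at 18 h lay mostly away from gene starts. At similar 0 h height, regions at a TSS were kept at 18 h more often than others by a mean of 4.12 percentage points, against 38.6 without regard to height. This is consistent with a single scaling of heights that removes weak regions, which are more often away from a TSS. The difference reached 10.2 points in a middle class of height. Within classes of GC content it was -5.29, 0.30 and 6.74 points from low to high GC, so that a part of GC content in it cannot be told apart from position.

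A total of 831 regions had a peak in both 120 h libraries and in no other library, against 32 at 18 h and 22 at 48 h. Chance calls near the limit would give similar numbers at each, and the ratio to the larger of these was 26.0. The size of the excess depended on the rule. Counted as both libraries of a timepoint, regions at 120 h only numbered 1526, against 207 at 18 h only and 160 at 48 h only. With an equal number of highest peaks from each library they numbered 2587, against 1032 and 884, a smaller excess. Of the 831 regions, 56 (6.74%) lay within 1000 bp of a TSS. The highest of the regions at 120 h only included those at *Rcan3* (values of 740 and 570), *Abcf1* (387 and 307), *Fem1a* (575 and 292) and *Txnl4a* (383 and 245). Of these, *Rcan3*, *Fem1a* and *Txnl4a* also had a peak in 1 of the 0 h libraries. Regions that open in B spermatogonia are a candidate explanation that was not tested further.

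The regions at 0 h only with the highest values were at *Tgfbi* (441 and 355), *Crlf2* (351 and 763), *Gas2l1* (349 and 378), *Tapbp* (331 and 444) and *Pkm* (390 and 298). Each also had a peak in at least 1 later library. The largest fall at 120 h was near A530010F05Rik (chromosome 2, from 125279920 to 125280592), from 524 and 611 to 76 and 36, a log2 change of -3.44. The next were 3 regions with no assigned gene, on chromosomes 4 (-3.32), 17 (-3.32) and 9 (-3.26), and a region in *Lphn2* (-3.26).

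With each library centred on its median, peak heights in shared regions changed unequally between 0 h and 120 h. GC content does not account for the whole of this, since 75.3% of the regions past the threshold stayed past it with the GC trend removed.

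The TSS regions of *Stra8* and *Kit* kept their height at 18 h. Weak regions that cannot fall could give this pattern, but of the regions with a 0 h height within 20% of these, 0.49% (*Stra8*, of 2663 regions) and 1.23% (*Kit*, of 1953 regions) changed as much upward, and their median log2 changes were -1.15 and -1.06. The 2 genes were chosen by the paper as induced by RA. A gain of accessibility at these TSS relative to the rest of the genome is a hypothesis, and differences between the mice stay open.

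The X chromosome was tested for a loss of accessibility by 120 h before meiosis. Its median log2 change after centring ranked 7 from the lowest among 20 chromosomes, which does not single it out. Direct repeats bound by RA receptors were sought with a spacing of 5 bp only. The search was made within 100 bp of the summits, for the 194 regions that rise at 18 h after centring. Such a repeat was in 1 of these and in 12 of the other 15342 regions, a common odds ratio of 2.82 over 5 classes of GC content (exact conditional test, two-sided, p = 0.607). With 13 repeats in all, binding at such repeats cannot be told apart from its absence.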
